# USP15-dependent lysosomal pathway controls p53-R175H turnover in ovarian cancer cells

**DOI:** 10.1038/s41467-018-03599-w

**Published:** 2018-03-28

**Authors:** Achuth Padmanabhan, Nicholes Candelaria, Kwong-Kwok Wong, Bryan C. Nikolai, David M. Lonard, Bert W. O’Malley, JoAnne S. Richards

## Abstract

Gain-of-function p53 mutants such as p53-R175H form stable aggregates that accumulate in cells and play important roles in cancer progression. Selective degradation of gain-of-function p53 mutants has emerged as a highly attractive therapeutic strategy to target cancer cells harboring specific p53 mutations. We identified a small molecule called MCB-613 to cause rapid ubiquitination, nuclear export, and degradation of p53-R175H through a lysosome-mediated pathway, leading to catastrophic cancer cell death. In contrast to its effect on the p53-R175H mutant, MCB-613 causes slight stabilization of p53-WT and has weaker effects on other p53 gain-of-function mutants. Using state-of-the-art genetic and chemical approaches, we identified the deubiquitinase USP15 as the mediator of MCB-613’s effect on p53-R175H, and established USP15 as a selective upstream regulator of p53-R175H in ovarian cancer cells. These results confirm that distinct pathways regulate the turnover of p53-WT and the different p53 mutants and open new opportunities to selectively target them.

## Abstract (web summary)

Gain-of-function mutants of p53 are important for cancer development and strategies to target specifically these isoforms are being investigated. Here the authors report that USP15 is a deubiquitinase specifically regulating p53-R175H levels that can be targeted by a small molecule.

## Introduction

Tumor protein 53 (*p53*) is a transcription factor that regulates genes involved in cell cycle progression, DNA damage response, metabolism, and apoptosis^1–4^. Loss of p53 function is often associated with uncontrolled proliferation, increased genomic instability, and malignant transformation^5–8^. Mutations in *p53* are observed in over 50% of human malignancies, making it the most common genetic alteration in cancer^1,9^. Cancer genome-sequencing studies have identified mutations in the *p53* coding region in over 96% of high-grade serous ovarian carcinomas, the most malignant and common ovarian cancer subtype^10^. In addition to ovarian cancer, p53 mutations are also common in basal breast (88%), head and neck (57%), esophagus (43%), colon (43%), pancreatic (41%), and lung (37%) carcinomas^11–13^. Mutations in *p53* are believed to occur early in several cancers and have been shown to play key roles in tumorigenesis and development of drug resistance^1,14–16^. While some of these mutations contribute to cancer progression as a result of loss of wild-type (WT) p53 activity, many result in the gain of an oncogenic function^1,17^. These gain-of-function (GOF) oncogenic p53 mutant proteins (mutp53) accumulate to high levels in cells, form stable protein aggregates, activate alternative gene expression programs, and contribute to carcinogenesis as well as drug resistance^1,17^. Given their widespread presence in human cancer and key role in disease progression, targeting GOF mutp53 has emerged as an attractive therapeutic opportunity^1^.

Increasing evidence indicates that the stabilization of mutp53 proteins is the key to their oncogenic activity^1,18^. Unlike WT-p53, which is rapidly degraded by the ubiquitin-proteasome system, the GOF mutp53 proteins, such as the p53-R175H, p53-R248Q, and p53-R273H are highly stable and have a tendency to form higher-order aggregates^1,18^. Depletion of GOF mutp53 in cells, harboring these mutations, induces cell death underscoring the merit of developing strategies that selectively target mutp53 in cancer cells^1,19,20^. However, the lack of precise understanding of the various factors that regulate their stability and turnover has impeded specific and selective targeting of mutp53 proteins in cancer cells.

In this report, we identify a previously unknown pathway that selectively regulates the p53-R175H GOF mutant protein. We show that a small-molecule compound called MCB-613, previously characterized as a steroid receptor coactivator (SRC) “super” stimulator, causes rapid and selective depletion of p53-R175H protein via an ubiquitin dependent lysosome-mediated pathway^21^. Using small molecule deubiquitinase (DUB) inhibitors and siRNA-mediated knockdown, we identify USP15 as a DUB that regulates p53-R175H levels in ovarian cancer cells. Taken together, our work demonstrates that distinct regulatory pathways and mechanisms dictate the stability, turnover of p53-WTm, and the different clinically important GOF mutp53, thereby opening new opportunities to selectively target them.

## Results

### MCB-613 causes rapid and selective depletion of p53-R175H

We identified that a small-molecule compound called MCB-613 caused a rapid and sustained decrease in the level of the usually stable p53-R175H GOF mutant in the ovarian cancer cell line TYK-Nu (Fig. 1a, b and Supplementary Fig. 1A). Interestingly, in contrast to the effect on p53-R175H, a slight increase in the level of p53-WT protein was observed upon MCB-613 treatment in ALST cells (Fig. 1c). Furthermore, MCB-613 treatment had minimal effects on the other frequently observed GOF mutp53 (R248Q, R273H, and Y220C) in multiple cell lines (Fig. 1d,e and Supplementary Fig. 1B). To determine whether the effect of MCB-613 on p53-R175H mutant is specific to the ovarian cancer cell line TYK-Nu or mediated through a conserved mechanism, we tested the effect of MCB-613 on p53-R175H in TOV-112D (ovarian cancer) and SK-BR-3 (breast cancer) cells. Similar to the results using TYK-Nu cells, MCB-613 treatment resulted in dramatic decrease in p53-R175H levels in both TOV-112D and SK-BR-3 cells (Fig. 1f,g). Consistent results were also observed using ectopically expressed p53-R175H, p53-R273H, and p53-WT in the p53-null SKOV3 cells upon MCB-613 treatment, further suggesting that the effect of the small molecule MCB-613 on the conformational p53-R175H mutant is mediated through a conserved mechanism (Fig. 1h).

**Fig. 1:**
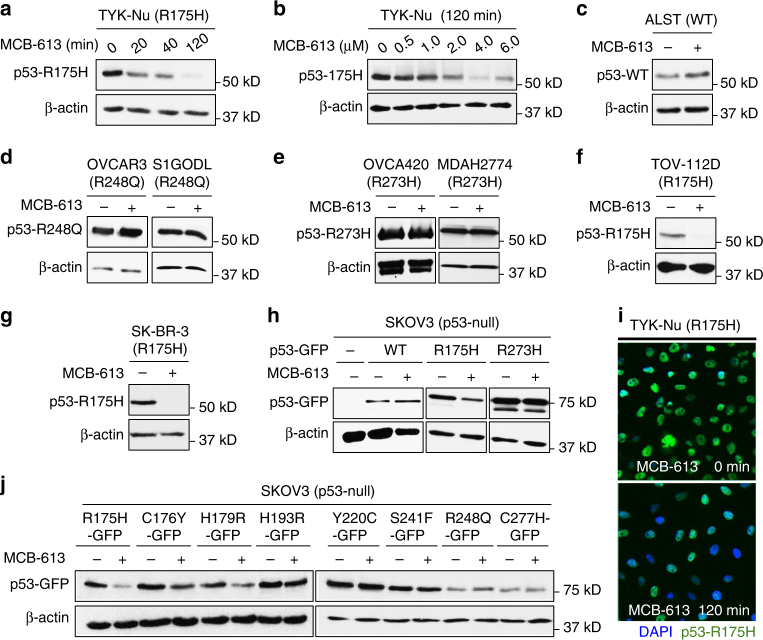
MCB-613 causes a rapid and selective decrease in the level of p53-R175H. **a** MCB-613 (6 µM) caused a rapid decrease in p53-R175H protein levels in TYK-Nu cells. **b **Effect of different concentrations of MCB-613 (2 h) on p53-R175H levels in TYK-Nu cells. MCB-613 treatment resulted in the decrease in p53-R175H levels in a concentration dependent manner. **c** p53-WT protein levels in ALST cells slightly increased upon MCB-613 (6 µM, 2 h) treatment. **d**, **e** MCB-613 (2 h) had minimal effect on other GOF mutp53, such as **d** p53-R248Q levels in OVCAR3 and S1GODL cells, and **e** p53-R273H levels in OVCA420 and MDAH2774 cells. **f**, **g** p53-R175H levels decreased in multiple cell lines upon MCB-613 (2 h) treatment; **f** TOV-112D (ovarian cancer); **g** SK-BR-3 (breast cancer). **g** Effect of MCB-613 (2 h) on GFP-tagged p53-WT, and p53-R175H mutant protein in the p53^−/−^ SKOV3 cells. **h** Effect of MCB-613 (2 h) on GFP-tagged p53-WT, p53-R175H, and p53-R273H mutants in SKOV3 cells. **i** Immunofluorescence shows decrease in p53-R175H levels (green) in TYK-Nu cells upon MCB-613 treatment (2 h). **j** Effect of MCB-613 (2 h) on GFP-tagged p53 GOF mutants in SKOV3 cells

Because the p53-R175H mutant is known to form aggregates in cells, we sought to confirm if MCB-613 caused reduction of p53-aggregates. Both immunofluorescence and native gel-western blot analyses revealed that MCB-613 treatment indeed resulted in a dramatic decrease in total p53-R175H protein levels, including aggregates (Fig. 1i and Supplementary Fig. 1C). To determine the effect of MCB-613 on other mutp53 proteins frequently observed in human cancers, and to ascertain whether the effect was specific to p53-R175H, we expressed frequently observed p53 mutants in SKOV3 cells, and evaluated the effect of MCB-613 on their levels. The effect of MCB-613 was found to be most profound on p53-R175H mutant protein. In addition to p53-R175H, the levels of C176Y, H179R, and H193R mutants also decreased slightly upon MCB-613 treatment (Fig. 1j). It is possible that mutations in the region near the R175 codon could potentially induce structural changes that are similar to those induced by R175H, and is important in mediating the response to MCB-613. Further, no noticeable effect was observed in the levels of the Y220C, S241F, R248Q, and C277H mutants upon MCB-613 treatment (Fig. 1j).

### Effect of MCB-613 on p53-R175H is independent of steroid receptor co-activators

MCB-613 is a known small-molecule stimulator of the steroid receptor co-activators (SRCs), and also causes rapid turnover of SRC-1, SRC-2, and SRC-3 proteins in cells (Supplementary Fig. 2A)^21^. To ascertain if the effect of MCB-613 on p53-R175H is mediated through an SRC dependent transcriptional mechanism, we measured the changes in p53 transcript levels in ALST and TYK-Nu cells, upon MCB-613 treatment. The absence of correlation between the p53 mRNA and protein levels, upon MCB-613 treatment in both ALST and TYK-Nu cells, confirmed that the effect of MCB-613 on p53-WT and p53-R175H levels was independent of direct SRC dependent transcriptional regulation (Fig. 2a). MCB-613 also had no significant effect on the p53 mRNA levels in OVCAR3 (R248Q) and OVCA420 (R273H) cells (Supplementary Fig. 2B). To ascertain whether the effect on p53-R175H is dependent on SRCs, we used siRNA to knockdown SRC-1, SRC-2, or SRC-3 in TYK-Nu and ALST cells. The knockdown of SRC-1, SRC-2, or SRC-3 had no effect on either p53-WT or p53-R175H mutant protein levels (Fig. 2b–e). The SRC-1 levels, in ALST cells, were very low and undetectable by western blot analysis (Fig. 2b). Further, the small-molecule SRC-3 inhibitor, SI2, did not alter p53-R175H levels (Fig. 2f). Collectively, these results confirmed that the effect of MCB-613 on p53-WT and the p53-R175H mutant is independent of the transcriptional co-activators SRC-1, SRC-2, and SRC-3 in these cells.

**Fig. 2:**
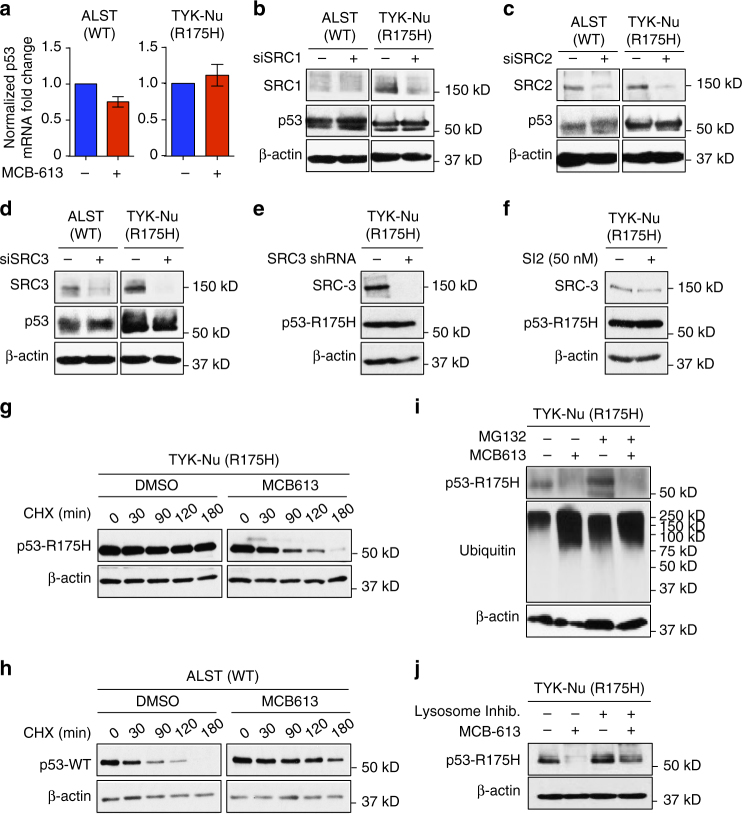
MCB-613 causes lysosome-mediated degradation on p53-R175H. **a** Effect of MCB-613 (2 h) on p53 mRNA levels in ALST and TYK-Nu cells. Values are normalized mean ± s.e.m. (*n* = 3). **b**–**d** siRNA-mediated knockdown (48 h) of SRC-1 (**b**), SRC-2 (**c**), and SRC-3 (**d**) had no effect on p53-WT (ALST cells) and p53-R175H (TYK-Nu cells) levels. **e** shRNA-mediated knockdown of SRC3 (72 h) in TYK-Nu cells does not affect p53-R175H levels. **f** SRC-3 inhibitor SI2 (50 nM, 2 h) has no effect on p53-R175H levels in TYK-Nu cells. **g**, **h** MCB-613 caused a **g** decrease in the half-life of p53-R175H and **h** increase in the half-life of p53-WT. **i** Proteasome inhibitor MG132 does not inhibit MCB-613 induced turnover of p53-R175H. **j** Lysosome inhibitors (pepstatin A, Leupeptin, and E-64D) rescued MCB-613 induced turnover of p53-R175H

### MCB-613 causes lysosome-mediated turnover of p53-R175H

To determine whether p53-WT and the R175H mutant are regulated by MCB-613 at the translational level or through a post-translational mechanism, we treated ALST and TYK-Nu cells concurrently with MCB-613 and the protein synthesis inhibitor cycloheximide. Cycloheximide-chase analysis revealed that, MCB-613 causes a dramatic decrease in the half-life of the usually stable p53-R175H mutant protein (Fig. 2g). In contrast to the effect on R175H mutant, the half-life of p53-WT protein increased in the presence of MCB-613, resulting in its accumulation, indicating the effect of MCB-613 on p53-WT and R175H mutant to be post-translational (Fig. 2h). In comparison, MCB-613 had no effect on the turnover of p53-R248Q and p53-R273H proteins at these early-time points (Supplementary Fig. 2C, D). Because MCB-613 causes increased p53-R175H turnover, we sought to determine whether the effect is mediated via the proteasome or the lysosomal pathway. The proteasome inhibitor MG132 was unable to rescue the MCB-613 induced turnover of the p53-R175H mutant protein, suggesting that the protein is not targeted to the proteasome for degradation (Fig. 2i). In contrast, treatment of TYK-Nu cells with lysosomal inhibitors reversed the effect of MCB-613, thereby demonstrating that the drug causes selective turnover of the p53-R175H GOF mutant by targeting it to the lysosome (Fig. 2j). The autophagy inhibitor, LY294002, also reversed the effect of MCB-613 on p53-R175H, suggesting a potential role for autophagosomes in MCB-613-induced p53-R175H turnover (Supplementary Fig. 2E). Interestingly, MCB-613 was previously reported to induce the formation of autophagosomes in breast cancer cells^21^.

Interestingly, MCB-613 causes rapid export of the p53-R175H mutant protein from the nucleus to the cytoplasm (Fig. 3a and Supplementary Fig. 3A). No change in p53 localization was observed in cells expressing p53-WT or the R248Q and R273H mutants (Fig. 3b–d and Supplementary Fig. 3B). Further, consistent with being targeted to the lysosome for degradation, p53-R175H localized to the lysosome upon MCB-613 treatment (Fig. 3e). We also observed co-localization of p53-R175H with calnexin, an endoplasmic reticulum (ER) marker (Fig. 3f). Although the significance of ER localization is not entirely clear, we hypothesize that localization to ER might serve as an intermediate step in targeting the R175H mutant protein to the lysosome for degradation, in response to MCB-613. No significant localization of the R175H mutant was observed with Mitotracker, a mitochondria-specific dye (Supplementary Fig. 3C).

**Fig. 3:**
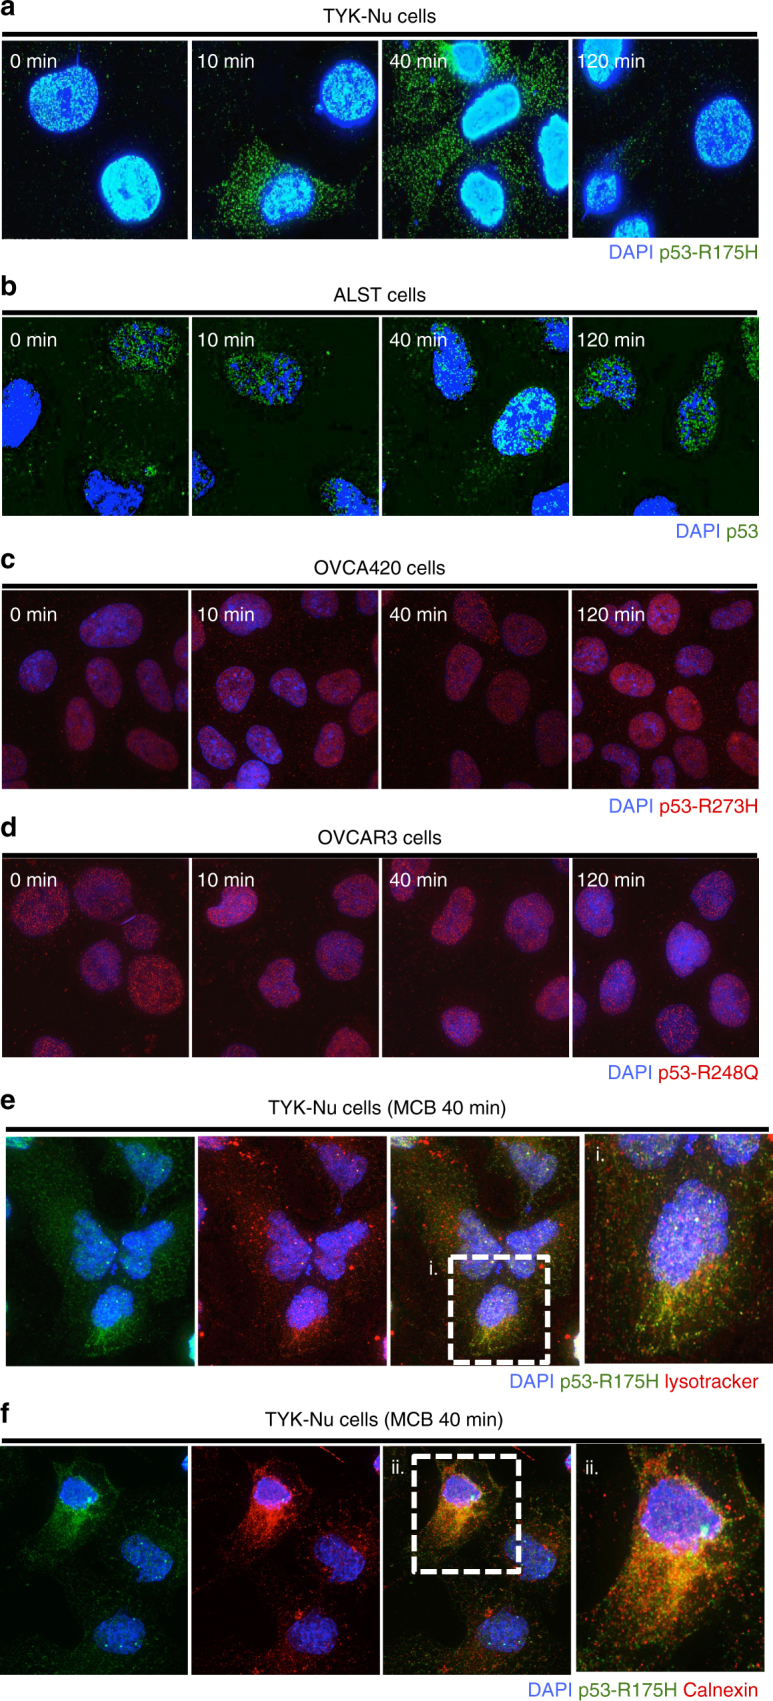
MCB-613 causes nuclear export of p53-R175H protein. **a**–**d** MCB-613 caused **a** rapid export of p53-R175H (TYK-Nu cells) protein but not **b** p53-WT (ALST cells) or other GOF mutp53 **c** p53-R273H (OVCA420 cells), and **d** p53-R248Q (OVCAR3 cells). **e**, **f** Upon MCB-613 treatment, p53-R175H (green) co-localizes with **e** lysosomes (red; lysotracker) and **f** endoplasmic reticulum (red; α-calnexin) in TYK-Nu cells

### MCB-613 treatment causes rapid ubiquitination of p53-R175H

A short MCB-613 treatment (<20 min) results in the accumulation of higher migrating p53 isoforms in TYK-Nu cells (R175H), but not in ALST (WT) or OVCA420 (R273H) cells as shown by western blot analyses (Fig. 4a). To ascertain if these higher molecular-weight bands represent ubiquitinated forms of the R175H mutant, we immunoprecipitated mutp53 protein from the control and MCB-613 treated TYK-Nu cells, and performed an anti-ubiquitin western blot. A marked increase in ubiquitinated p53-R175H protein was observed upon MCB-613 treatment (Fig. 4b). To confirm this result, we ectopically expressed His-tagged ubiquitin (His-Ub) in TYK-Nu cells, and performed Ni-NTA pull down of cellular proteins containing His-Ub from the control and MCB-613 treated cells, followed by an anti-p53 immunoblot. Consistent with our previous result, MCB-613 treatment results in increased pull down of ubiquitinated p53-R175H protein (Supplementary Fig. 4A). Increased ubiquitination of p53-R175H mutant protein, in response to MCB-613 treatment, is also observed in SKOV3 cells expressing ectopic p53-R175H and His-Ub, suggesting the mechanism to be conserved across different cell types (Fig. 4c). The levels of both K-48 and K-63-linked ubiquitin chains are enhanced on p53-R175H, in response to MCB-613 treatment (Supplementary Fig. 4B and C). However, the increase in K-63-linked ubiquitin chain appeared to be more dominant, consistent with lysosomal export of the ubiquitinated protein (Supplementary Fig. 4C). To identify the regions within p53-R175H protein, important in mediating sensitivity to MCB-613, we expressed N and C-terminal truncated versions of p53-R175H in SKOV3 cells. Deletion of the N-terminal 42 amino acids (43–393) or C-terminal 30 amino acids (1–363) made p53-R175H resistant to MCB-613-induced degradation (Supplementary Fig. 4D). WT p53 has 20 lysine residues that can be potentially ubiquitinated (Supplementary Fig. 4E). To determine if any of the lysines within the N-terminal or C-terminal region, identified to mediate sensitivity to MCB-613, is critical for the response, we used site-directed mutagenesis to generate lysine-to-arginine mutants and expressed them in SKOV3 cells. None of the single or double lysine substitution mutants we tested, resulted in resistance to MCB-613 induced turnover of the R175H mutant (Supplementary Fig. 4F). The inability of the tested lysine substitution mutants to resist MCB-613 induced degradation suggests: (i) possible redundancy in ubiquitination sites on p53-R175H or (ii) that the C-terminal and N-terminal regions do not harbor the critical ubiquitination sites, but are important for mediating protein–protein interactions necessary for MCB-613 induced ubiquitination and turnover of the R175H mutant.

**Fig. 4:**
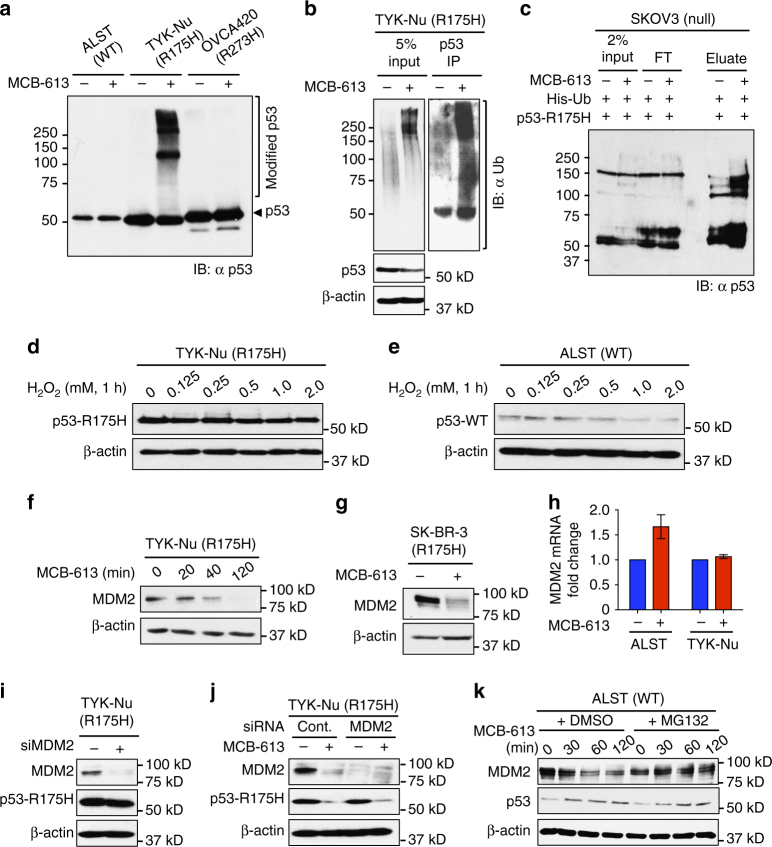
MCB-613 causes increased ubiquitination of p53-R175H protein. **a** Higher migrating p53-R175H bands accumulate in TYK-Nu cells upon short-term (<20 min) MCB-613 treatment; but not in ALST (p53-WT) or OVCA420 (p53-R273H) cells. **b** MCB-613 caused increased ubiquitination of p53-R175H in TYK-Nu cells. **c** Increased ubiquitination of ectopic p53-R175H-HA upon MCB-613 treatment in SKOV3 cells. **d** Effect of increasing concentrations of H_2_O_2_ (1 h) on p53-R175H levels in TYK-Nu cells. **e** Effect of increasing concentrations of H_2_O_2_ (1 h) on p53-WT levels in ALST cells. **f**, **g** MCB-613 causes decrease in MDM2 levels in **f** TYK-Nu and **g** SKBR-3 cells. **h** Effect of MCB-613 on MDM2 mRNA levels in ALST and TYK-Nu cells. Values are normalized mean ± s.e.m. (*n* = 3). **i** MDM2 knockdown (48 h) has no effect on p53-R175H levels in TYK-Nu cells. **j** Effect of MCB-613 on p53-R175H turnover is independent of MDM2. **k** MG132 reversed MCB-613 induced MDM2 turnover in ALST cells

### MDM2 mediates the effect of MCB-613 on p53-WT

Previous studies have shown that MCB-613 causes oxidative stress in cells^21^. To determine whether MCB-613-induced oxidative stress mediates the effect on p53-WT and R175H mutant, we treated TYK-Nu and ALST cells with increasing concentrations of H_2_O_2_ for 1 h. While p53-WT levels decreased slightly at higher H_2_O_2_ concentrations, H_2_O_2_ has no effect on p53-R175H levels (Fig. 4d, e). These results indicate that the effect of MCB-613 on p53-WT and R175H mutant is not mediated by cellular oxidative stress. WT-p53 levels in cells are tightly regulated by the ubiquitin-proteasome system. The E3 ligase MDM2 is known to ubiquitinate p53-WT and target it for degradation. Although the role of MDM2 in p53-WT degradation is well-established, its role in regulating the turnover of the p53-R175H mutant is not clear^22^. Recent reports have identified several small molecules that can bind mutp53 and induce conformational changes that make the p53 mutants assume a WT-like conformation (a process termed “reactivation”), and thereby become a target of MDM2-mediated turnover^1^. To determine if MCB-613 operates through such a mechanism, we tested the ability of nutlin-3A to reverse the effect of MCB-613 on p53-R175H in TYK-Nu cells. Nutlin-3A has been shown to stabilize p53-WT by disrupting p53-MDM2 interaction^23^. Nutlin-3A did not reverse the effect of MCB-613 on p53-R175H, thereby confirming that MCB-613 does not cause reactivation of p53-R175H (Supplementary Fig. 4G). Consistently, we found that MCB-613 does not bind to recombinant p53-R175H protein (Supplementary Fig. 4H). Interestingly, MCB-613 causes a rapid decrease in MDM2 levels in multiple cell lines (Fig. 4f, g, k). The effect of MCB-613 on MDM2 was not transcriptional (Fig. 4h). MDM2 mRNA slightly increased in ALST cells upon MCB-613 treatment, possibly due to the transcriptional feedback from elevated p53-WT protein in these cells (Fig. 4h). No change in MDM2 mRNA was observed upon MCB-613 treatment in TYK-Nu cells (Fig. 4h). The decrease in MDM2 protein levels would explain the stabilization of p53-WT in ALST cells, but we wanted to determine if MDM2 mediated the decrease in p53-R175H stability. siRNA knockdown of MDM2 had no effect on the p53-R175H levels (Fig. 4i). Further, MCB-613 caused a dramatic reduction in p53-R175H levels even in the absence of MDM2 in both TYK-Nu cells and p53^−/−^:MDM2^−/−^ MEFs, expressing ectopic p53-R175H (Fig. 4j and Supplementary Fig. 4I). Collectively, these results demonstrate that MDM2 mediates the effect of MCB-613 on p53-WT, but the effect on p53-R175H is independent of MDM2. Moreover, MCB-613 caused increased ubiquitination of MDM2 (Supplementary Fig. 4J). To determine whether MDM2 is targeted to the proteasome for degradation upon MCB-613 treatment, we treated ALST cells simultaneously with both MCB-613 and proteasome inhibitor MG132. Concurrent MG132 treatment rescued MCB-613 induced MDM2 degradation, suggesting that MCB-613 causes proteasome-mediated turnover of MDM2 in ALST cells (Fig. 4k).

### DUB inhibitors mimic the effect of MCB-613 on p53-R175H

Since MCB-613 treatment resulted in increased ubiquitination of p53-R175H, we hypothesized that MCB-613 might be acting through pathways that either augment the activity of specific ubiquitin ligases, or inhibit the activity of DUBs. Connectivity map (CMap) analysis of the RNAseq data, from MCF-7 cells treated with MCB-613 with the publically available RNAseq data post-treatment with other chemical compounds, revealed remarkable functional similarity between MCB-613 and a structurally similar DUB inhibitor, NSC632839 (Fig. 5a–c). 

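RNAseq was done on MCF-7 cells, an estrogen receptor-positive human breast cancer cell line, after treatment with MCB-613, the SRC stimulator of this study, or with NSC632839, a deubiquitinase (DUB) inhibitor. For each compound 2 libraries were analysed. Untreated cells were not analysed here, so each value below compares the compounds with each other. MCB-613 was given at 6 µM for 6 h. For NSC632839 the paper's general methods give 20 µM, with no dose or time stated for the RNAseq, whereas the sample labels hold a single treatment line for both compounds, with 6 h and with 6 µM written after MCB-613 only. The doses may therefore differ, and the values of the compounds stand side by side on that condition. The authors mapped paired-end reads to GRCh38.p7 in CLC Genomics Workbench and counted them per gene. The deposited counts of total gene reads, which join exon and intron reads and include reads that map to several places, summed to 17016921 and 10836402 in the NSC632839 libraries and to 11775728 and 7315449 in the MCB-613 libraries. The counts were scaled by TMM and compared with edgeR's quasi-likelihood test over the 15192 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment. A positive log2 fold change means a higher level with MCB-613. Levels in CPM, read counts scaled to library size, are given as mean ± SD. The sources used here do not state that the 2 libraries of a compound came from separate cultures, so the edgeR p-values measure only the spread between these libraries. In both compounds the replicates differed by more than sampling noise, with a chi-square per degree of freedom of 4.13 for NSC632839 and 9.35 for MCB-613.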

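Genes of the heat shock response, the immediate early genes and the ATF4 targets of the integrated stress response were higher with MCB-613 than with NSC632839. All 24 measured genes of the heat shock response, which encode chaperones and their partners, were higher at an adjusted p under 0.05 from edgeR (24 when adjusted over the list alone), with a median log2 fold change of 2.66. HSPA1A, the stress-inducible HSP70, lies on chromosome 6 of GRCh38.p7 from 31815514 to 31817942. It reached 18270 ± 1626 CPM (SD, n = 2) with MCB-613 and 417.9 ± 54.2 CPM (SD, n = 2) with NSC632839. This is a log2 fold change of 5.45 (standard error 0.15, adjusted p = 3.9e-07 from edgeR). HSPA1A shares reads with its near-identical copy HSPA1B, which had a log2 fold change of 5.10, so the level of each is uncertain. DNAJB1, an HSP40 co-chaperone, was at 3459 ± 325 CPM with MCB-613 and 123.1 ± 7.62 CPM with NSC632839. CRYAB, a small heat shock protein, had 28 and 19 reads with MCB-613 and none with NSC632839, and was at least 25.2-fold higher when 3 counts over the NSC632839 libraries are taken as the floor.
Of 22 immediate early genes, which encode transcription factors and other proteins made within minutes of a stimulus, 21 were higher and 1 did not pass the test (21 higher when adjusted over the list alone), and the median log2 fold change was 2.56. FOSL1, a FOS family member of AP-1 on chromosome 11 from 65892136 to 65900526, was at 326.4 ± 9.48 CPM with MCB-613 and 4.09 ± 0.0494 CPM with NSC632839. NR4A3 and FOSB had log2 fold changes of 5.50 and 5.07. Of 26 measured ATF4 targets, 22 were higher, 1 was lower and 3 did not pass (22 higher and 1 lower when adjusted over the list alone). ATF3 had a log2 fold change of 5.23 (standard error 0.15, adjusted p = 4.8e-07 from edgeR). DDIT3, which encodes the stress transcription factor CHOP, had a log2 fold change of 4.87, and PPP1R15A, which encodes the phosphatase subunit GADD34, one of 4.51. Against all other genes, camera with a preset correlation gave an adjusted p of 6.2e-13 for the heat shock list, 6.2e-10 for the immediate early list and 1.9e-07 for the ATF4 list, while each had an adjusted p = 0.33 with an estimated correlation. The preset form treats genes as the units, so its p-values rest mainly on the spread between genes, here and for the lists below. Estimating the correlation from 2 libraries per compound leaves few degrees of freedom, so a miss there does not show that a list is unchanged.
Across all genes, 8347 of the 15192 tested (54.9%) differed between the compounds at an adjusted p under 0.05 from edgeR. Of these, 4452 were higher and 3895 lower with MCB-613. For 11601 genes (76.4%) the 95% confidence interval of the difference lay inside 3-fold in either direction. Across genes, the Pearson correlation of log2 CPM was 0.905 to 0.913 between libraries of different compounds, against 0.992 between the NSC632839 replicates and 0.982 between the MCB-613 replicates. Genes are not independent replicates. The number of differing genes fell when either NSC632839 library was left out and rose when either MCB-613 library was left out. In each such fit the spread within compounds came from the other compound's replicates alone, which differed more for MCB-613. With libraries scaled by their totals alone, 3775 genes were higher and 5017 lower with MCB-613. The paper's own comparison was of each compound with untreated cells. From it, and from the CMap analysis, the paper concludes that MCB-613 and NSC632839 are functionally similar, and it next tested whether NSC632839 could mimic the effect of MCB-613 on p53-R175H and p53-WT.

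**Figure D1:**
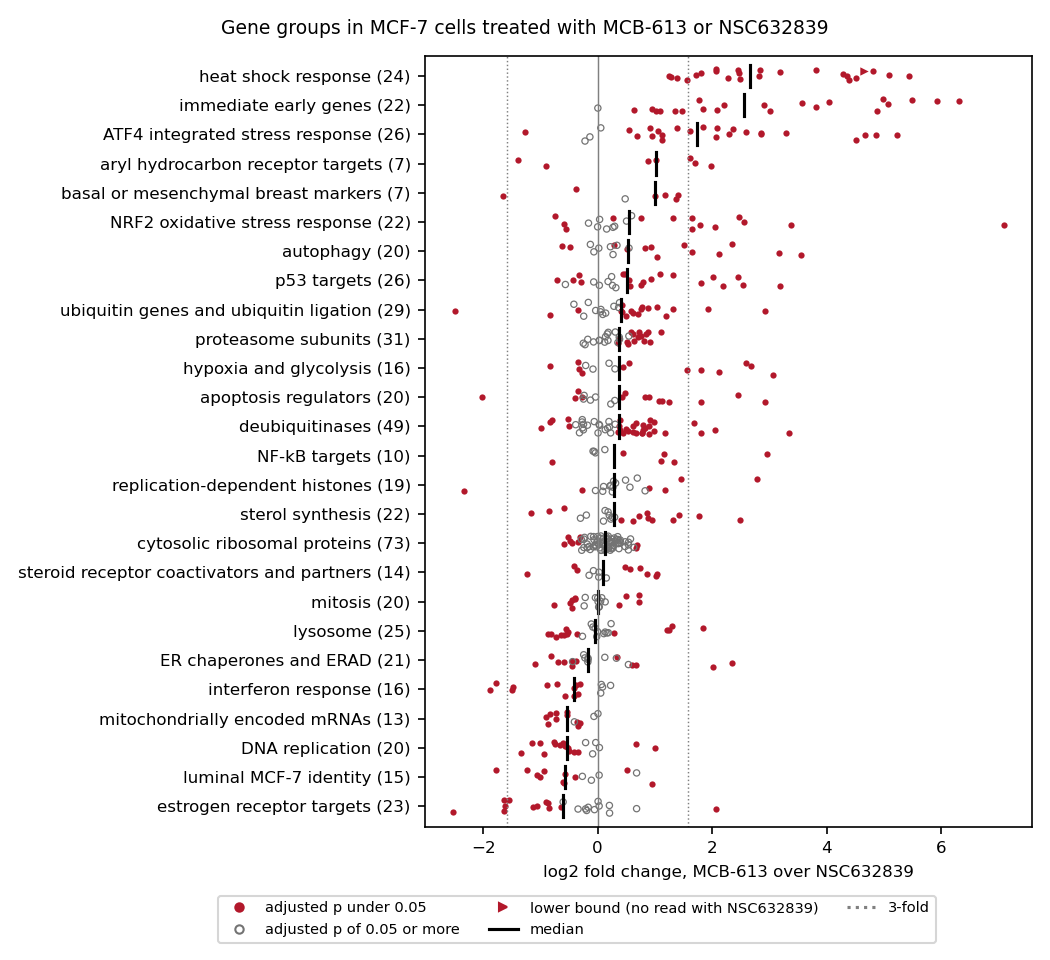
Log2 fold change of MCB-613 over NSC632839 for each tested gene of 26 gene groups, from 2 libraries per compound, with the number of tested genes in brackets. Filled points passed an adjusted p of 0.05 from edgeR, open points did not, the triangle is the lower bound of CRYAB, black bars are medians and dotted lines mark 3-fold. The heat shock genes lie to the right of 0, with a median of 2.66, and estrogen receptor targets have the lowest median, -0.60.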

We tested the ability of NSC632839 to mimic the effect of MCB-613 on p53-R175H and p53-WT. Similar to MCB-613, NSC632839 treatment results in the depletion of p53-R175H and a slight increase in p53-WT (Fig. 5d,e). NSC632839 treatment also causes a decrease in MDM2 levels (Fig. 5d). Further, the reversible cell permeable pan-DUB inhibitor PR-619 also causes a decrease in p53-R175H and MDM2 levels in TYK-Nu cells (Fig. 5f). Consistent with previous results using MCB-613 and NSC632839, an increase in p53-WT was observed upon PR-619 treatment (Fig. 5g). Similar to MCB-613, the effect of PR-619 was also conserved in SKOV3 cells expressing ectopic p53-R175 H (Fig. 5h). Again, similar to MCB-613, PR-619 causes export of nuclear p53-R175H protein into the cytoplasm (Fig. 5i). In contrast to its effect on p53-R175H and p53-WT, PR-619 and NSC632839 did not alter the levels of p53-R273H mutant in either OVCA420 cells or SKOV3 cells expressing GFP-tagged p53-R273H (Fig. 5j,k), suggesting the effect is selective to p53-R175H. Unlike PR-619 and NSC632839, the USP14 inhibitor IU-1 did not alter the levels of either p53-WT or the R175H mutant, suggesting specificity in DUBs involved in mediating the stability and turnover of p53-WT and the R175H mutant (Supplementary Fig. 5A).

**Fig. 5:**
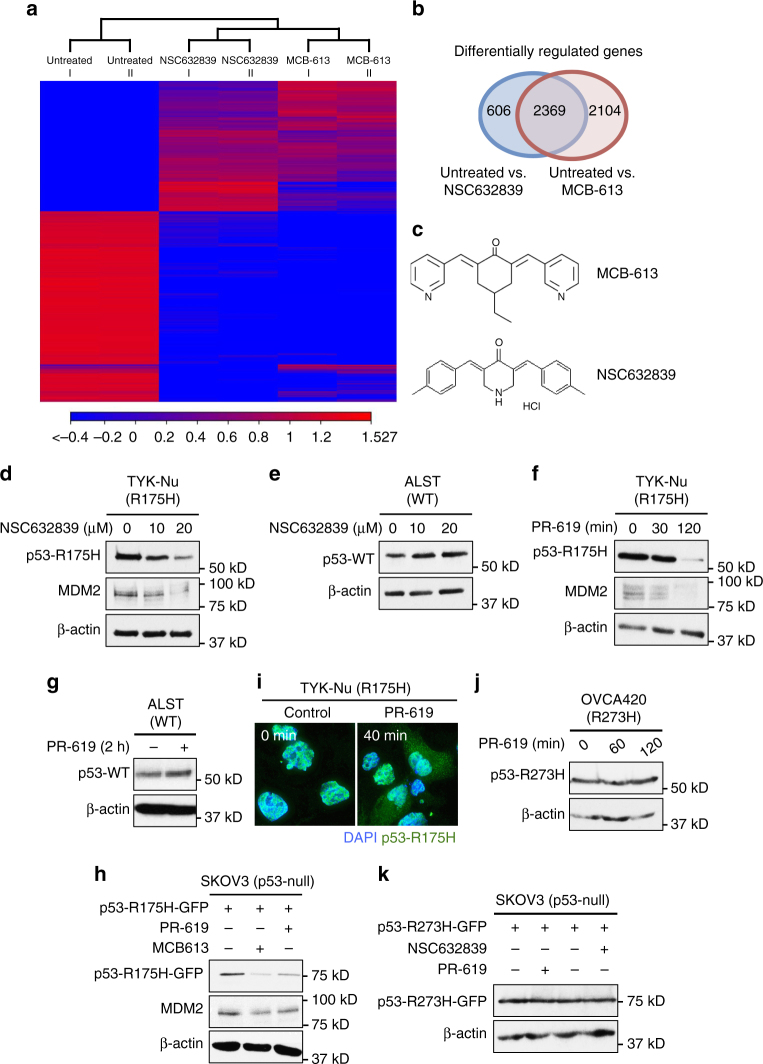
DUB inhibitors mimic the effect of MCB-613 on p53-WT and p53-R175H. **a** Comparison of RNAseq data from MCF-7 cells treated with MCB-613 (6 h) and the DUB inhibitor NSC632839. **b** Venn diagram summarizing the result in Fig. 5a shows that the gene-expression changes induced by MCB-613 (6 h) and the DUB inhibitor NSC632839 in MCF-7 cells are highly similar. **c** Chemical structure of MCB-613 and NSC632839. **d**, **e** NSC632839 (20 µM, 2 h) causes **d** depletion of p53-R175H and MDM2 and **e** slight increase in p53-WT levels. **f**, **g** PR-619 (10 µM, 2 h) causes **f** depletion of p53-R175H and MDM2 and **g** slight increase in p53-WT levels. **h** Effect of MCB-613 (6 µM, 2 h) and the pan-DUB inhibitor PR-619 (10 µM, 2 h) on ectopically expressed GFP tagged p53-R175H protein and endogenous MDM2 in SKOV3 cells (p53-null). **i** PR-619 causes cytoplasmic localization of p53-R175H (green). **j** Effect of PR-619 (10 µM) on p53-R273H mutant protein in OVCA420 cells. **k** Effect of DUB inhibitors PR-619 (10 µM, 2 h) and NSC632839 (20 µM, 2 h) on ectopically expressed GFP-tagged p53-R273H in the p53-null SKOV3 cells

### USP15 regulates the stability of p53-R175H GOF mutant

Because the DUB inhibitor NSC632839 successfully mimicked the response elicited by MCB-613 treatment on p53-WT and the R175H mutant, we decided to test the role of USP7, a known NSC632839 targeted DUB^24^, on the stability and turnover of p53-WT and p53-R175H mutant. siRNA-mediated knockdown of USP7, in ALST cells, resulted in elevated p53-WT levels similar to those observed with MCB-613 and DUB inhibitors (Fig. 6a). This result is consistent with the previously known role of USP7 in regulating p53-WT stability^25^. However, USP7 knockdown in TYK-Nu cells did not result in any noticeable reduction in p53-R175H levels (Fig. 6b). This suggested that the effect of DUB inhibitors on p53-WT and p53-R175H is mediated through potentially different DUBs. USP15 was recently described as capable of reducing MDM2 levels in cells^26^. Since PR-619 is known to inhibit USP15^27^ (Supplementary Fig. 6C), we tested the effect of USP15 knockdown on p53-WT and p53-R175H levels. In contrast to previously reported effects on p53-WT^26^, siRNA-mediated knockdown of USP15 did not cause any change in p53-WT levels in ALST cells (Fig. 6c). Interestingly, knockdown of USP15 in both TYK-Nu and TOV112D cells caused p53-R175H levels to decrease (Fig. 6d and Supplementary Fig. 6A). USP15 knockdown did not alter the levels of p53-R273H in OVCA420 cells or p53-R248Q in OVCAR3 cells (Fig. 6e, f). These results show that WT and the different mutp53 proteins are regulated differentially by DUBs in cancer cells, and establish USP15 as an upstream regulator of p53-R175H in ovarian cancer cells. Next, we performed p53-immunoprecipitation, from the p53-R175H mutant expressing TYK-Nu cells, to determine whether p53-R175H interacted with USP15. The p53-null SKOV3 cells served as a control for non-specific antibody interactions. USP15 was found to co-immunoprecipitation (co-IP) with p53-R175H in TYK-Nu cells (Fig. 6g). No interaction was observed by co-IP between USP15 and p53-WT or other GOF mutants (p53-R248Q and p53-R273H) (Supplementary Fig. 6B). Since MCB-613 treatment induced increased ubiquitination of p53-R175H, we tested the ability of USP15 to mimic this response. p53-R175H was immunoprecipitated from TYK-Nu cells treated with either non-targeting siRNA or USP15 siRNA. Anti-ubiquitin immunoblotting of p53-IP revealed increased ubiquitination of p53-R175H upon USP15 knockdown (Fig. 6h). In contrast, USP15 knockdown did not mediate increased ubiquitination of p53-R273H in OVCA420 cells (Fig. 6i). Further, the depletion of p53-R175H upon USP15 knockdown was rescued by co-treatment with lysosomal inhibitors (pepstatin-A, leupeptin, and E-64D), suggesting that similar to MCB-613, USP15 causes selective depletion of p53-R175H through an ubiquitin-mediated lysosomal pathway (Fig. 6j).

**Fig. 6:**
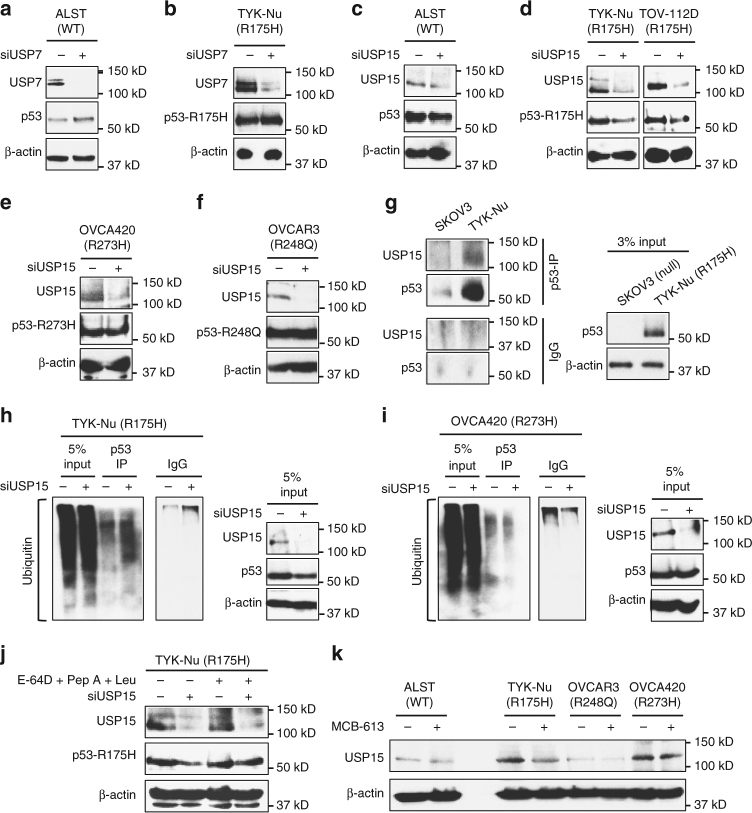
USP15 regulates p53-R175H levels in ovarian cancer cells. **a**, **b** Effect of USP7 knockdown on **a** p53-WT and **b** p53-R175H levels. **c**, **d** USP15 knockdown causes **c** no effect on p53-WT levels (ALST cells) but **d** decrease in p53-R175H levels (TYK-Nu and TOV-112D cells). **e**, **f** siRNA-mediated knockdown of USP15 has no effect on the levels of **e** p53-R273H in OVCA420 cells and **f** p53-R248Q in OVCAR3 cells. **g** USP15 co-immunoprecipitates with p53-R175H. **h** Increased ubiquitination of p53-R175H upon USP15 knockdown. p53-R175H was immunoprecipitated from TYK-Nu cells treated with non-targeting siRNA and USP15 siRNA, using anti-p53 antibody (FL-393). Immunoblot for ubiquitin (anti-Ub (P4D1)) was performed on the immunoprecipitated proteins. **i** USP15 knockdown by siRNA does not result in increased ubiquitination of p53-R273H in OVCA420 cells. **j** Lysosomal inhibitors reversed the effect of USP15 siRNA on p53-R175H levels. **k** MCB-613 treatment (6 µM, 2 h) results in decrease in USP15 protein levels

To determine how MCB-613 might be interfering with USP15 function in cells, we first tested the possibility that MCB-613 functions as a direct inhibitor of USP15. However, unlike PR-619, MCB-613 did not cause a decrease in USP15 activity using the artificial substrate Ub-AMC in the in vitro DUB activity assay (Supplementary Fig. 6C and D). Further, no change in USP15 mRNA levels was observed upon MCB-613 treatment (Supplementary Fig. 6E). Interestingly, MCB-613 treatment resulted in decreased USP15 protein levels in TYK-Nu (R175H) and OVCA420 (R273H) cells, suggesting that MCB-613 causes depletion of USP15 protein through a post-translational mechanism (Fig. 6k and Supplementary Fig. 6F). These results are consistent with our previous observations that the effect of MCB-613 on p53-R175H is post-translational, and that depletion of USP15 causes decreases in p53-R175H levels in TYK-Nu cells, but not p53-R273H in OVCA420 cells.

### USP15 knockdown reduced viability of p53-R175H cancer cells

GOF mutp53 proteins play important roles in the growth and survival of cancer cells, and selective depletion of mutp53 has been suggested as a potential strategy to induce targeted killing of cancer cells^1^. As expected, knockdown of mutp53 in ovarian cancer cells resulted in decreased cell viability (Fig. 7a and Supplementary Fig. 7A)^28^. Since MCB-613 causes selective depletion of p53-R175H mutant protein, we determined the sensitivity of ovarian cancer cell lines, expressing the different mutp53 to MCB-613. Both TYK-Nu and TOV-112D cells express the p53-R175H mutant, and were found to be more sensitive to MCB-613 treatment compared with ALST (p53-WT), OVCA420 (p53-R273H), and COV362 (p53-Y220C) cells (Fig. 7b). Increased sensitivity of TYK-Nu cells to cell death was also observed with the DUB inhibitor PR-619 (Fig. 7c).

**Fig. 7:**
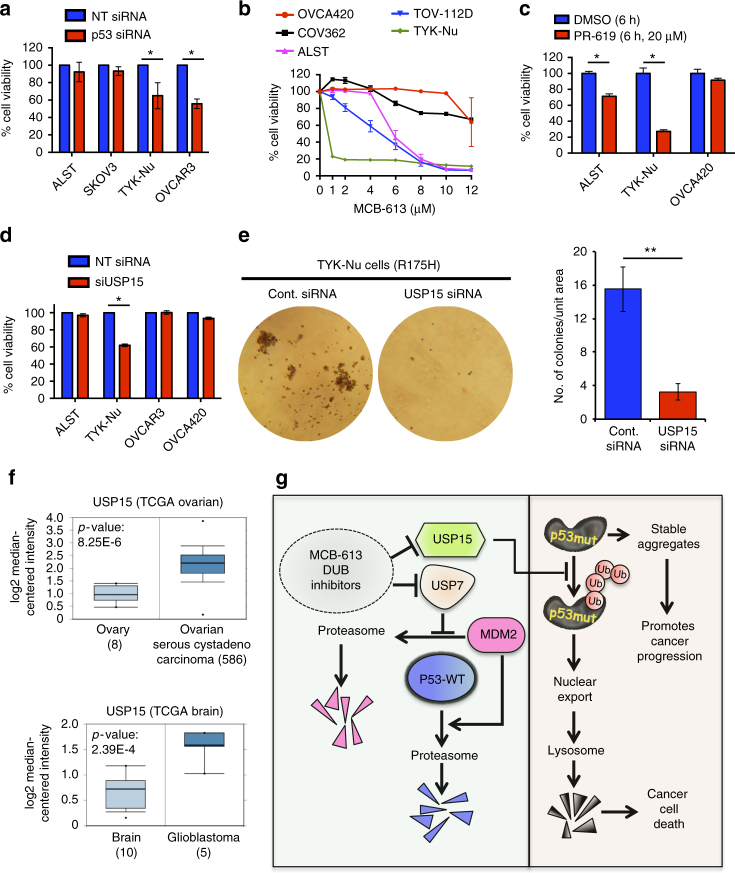
USP15 depletion causes cancer cell death in ovarian cancer cells expressing p53-R175H. **a** p53 knockdown causes decreased viability in ovarian cancer cells expressing GOF mutp53, but not p53-WT and p53-null cells. Values are normalized mean ± s.e.m. (*n* = 3; *p-value < 0.05). **b** Ovarian cancer cells expressing p53-R175H (TYK-Nu and TOV-112D) are more sensitive to MCB-613 than ALST (p53-WT), OVCA420 (p53-R273H), and COV362 (p53-Y220C). Values are normalized mean ± s.e.m. (*n* = 3). **c** TYK-Nu cells are more sensitive to PR-619 compared with ALST and OVCA420 cells. Values are normalized mean ± s.e.m. (*n* = 3; *p-value < 0.05). **d** Effect of USP15 knockdown on cell viability in ovarian cancer cells carrying different p53 mutation status. Values are normalized mean ± s.e.m. (*n* = 3; *p-value = 0.0164). **e** USP15 knockdown significantly reduced the anchorage-independent growth of TYK-Nu cells (p53-R175H). Values are normalized mean ± s.d. (*n* = 4; **p-value = 0.006). **f** Data retrieved from Oncomine showing elevated *USP15* mRNA levels in multiple cancers from previously published datasets^29, 39–42^. **g** Schematic showing that different pathways regulate the stability of p53-R175H and p53-WT in ovarian cancer cells. MCB-613 and DUB inhibitors, such as NSC632839 and PR-619 caused selective depletion of the GOF p53 mutant p53-R175H, while causing slight increase in p53-WT levels. While inhibition of USP15 by these small molecules or siRNA resulted in increased ubiquitination and lysosome-mediated turnover of p53-R175H, it had no effect on p53-WT levels. In contrast, USP7 depletion caused MDM2-mediated stabilization of p53-WT protein

Further, USP15 knockdown resulted in decreased cell viability in TYK-Nu cells, but not in ALST, OVCAR3, or OVCA420 cells (Fig. 7d). In contrast, USP7 knockdown did not have any effect of TYK-Nu cell viability (Supplementary Fig. 7B). Colony forming assays revealed a significant decrease in the ability of TYK-Nu cells to form colonies upon USP15 knockdown, and colonies that did form were small (Fig. 7e). The *USP15* gene is amplified in several cancers including ovarian, glioblastoma, and breast cancer^29^. Publically available data accessible through Oncomine show that *USP15* expression is significantly elevated in ovarian serous cystadenoacrcinoma, lobular breast carcinomas, prostate cancer, cervical squamous cell carcinomas, and glioblastomas, suggesting potential clinical relevance for this protein are these cancers, especially in relation to the p53 status in these tumors (Fig. 7f and Supplementary Fig. 7C)^29^. Thus, taken together, this study implicates USP15 as a previously unknown clinically important regulator of p53-R175H mutant protein in ovarian cancer cells, and further illustrates that distinct pathways regulate the levels and stability of the different mutp53 proteins and WT-p53 in cells (Fig. 7g).

## Discussion

Experiments using cancer cell lines and mouse models show that targeted depletion of GOF mutp53 in cancer cells causes decreased cell viability and proliferation leading to tumor regression^1^. While the activation of WT p53 and the knockdown of mutp53 can kill cancer cells expressing these proteins, the knockdown of WT-p53 in normal cells can predispose cells to cancer. Therefore, strategies that can distinguish between mutant and WT-p53 and achieve targeted depletion of mutp53 have been recognized to have high therapeutic potential. In this report, we demonstrate that distinct pathways can regulate mutant versus WT protein levels in ovarian cancer cells.

The regulation of p53-WT has been studied extensively^30^; most commonly it is ubiquitinated by MDM2, a well-established E3-ubiquitin ligase that targets WT p53 for degradation by proteasome. In addition, the stability of WT p53 is regulated by the DUB, USP7^25^. In contrast, very little is known about factors and pathways that regulate the stability and turnover of the pathologically important mutp53 proteins. Recently, statins were shown to cause the degradation of p53-R175H mutant protein (with minimum effects on p53-WT), an effect mediated through the mevalonate pathway, ubiquitin ligase CHIP and the HSP40 member DNAJA1^31^. Other reports describe small molecules and peptides that directly bind to and revert the conformation of mutp53 to a more WT-like form, a process termed “reactivation”, thereby enabling their detection and turnover by mechanisms that regulate the rapid degradation of WT-p53^1^.

In this report, we show that a small molecule called MCB-613 elicits opposite effects on p53-WT and p53-R175H mutant protein levels in ovarian cancer cells, and that these effects of MCB-613 on p53 turnover are independent of its role as a pan-SRC “super” stimulator^21^. Specifically, MCB-613 treatment resulted in a rapid and selective turnover of the p53-R175H conformational mutant, whereas it increased the half-life of p53-WT (Fig. 7g). While H193R, Y220C, S241F, R248Q, R273H, and C277H mutants were unaffected upon MCB-613 treatment, the levels of C176Y and H179R mutants decreased upon MCB-613 treatment, albeit to a lesser extent than observed for R175H, indicating that mutations around the R175 locus in the protein confer specific conformational sensitivities.

We also provide evidence to show that MCB-613 induces the specific effects of WT versus mutant p53 proteins, by potentially interfering with the levels and activity of specific DUBs, a previously uncharacterized mode of action for this promising investigational small molecule drug. Because MCB-613 causes the levels of the E3-ubiquitin ligase MDM2 to decrease, the MCB-613-mediated increase in p53-WT is likely to be mediated through MDM2^32^ as well as by the DUB, USP7, as confirmed herein^25^. By contrast, the MCB-613-mediated turnover of p53-R175H is MDM2 and USP7 independent. The lack of dependence on MDM2 together with the inability of nutlin-3A to rescue MCB-613-induced turnover of p53-R175H suggests that MCB-613 is not causing turnover of the R175H mutant, by inducing changes in its conformation to a more WT-like form, as shown by other studies^33^. Rather, we provide evidence that MCB-613 is regulating p53 R175H degradation, by distinctly different mechanisms that involve specific ubiquitination, nuclear export, and targeted degradation in lysosomes, not proteasomes. Although consistent and reproducible, the effect of lysosome inhibitors on rescuing MCB-613 induced p53-R175H turnover was not 100%. It could be potentially due to: (1) the effectiveness of these inhibitors and (2) the kinetics of lysosome inhibitors compared with the effect of MCB-613 on p53-R175H (which is very rapid), and (3) in the absence of any evidence against it, we also cannot rule of possibility of other potential mechanisms. We identify USP15 as a specific DUB that regulates the levels of p53-R175H mutant, but not p53WT protein. Considering the existing redundancy in structure and function between various DUBs, evaluating the roles of other DUBs in regulating mutp53 proteins should provide additional insights into these complex regulatory pathways controlling protein stability and turnover. Taken together, this study identifies USP15 as a DUB targeting the oncogenic GOF p53-R175H mutant and provides evidence toward the existence of distinct pathways that regulate the stability and turnover of p53-WT and the different mutp53 proteins.

Although we identified USP15 as one of the DUBs regulating p53-R175H, the identity of the E3 ligase(s) targeting p53-R175H remains to be identified. Our efforts to identify specific lysine residues on p53-R175H, critical in mediating the response to MCB-613, were not successful likely because multiple lysine residues on p53-R175H are ubiquitinated in response to MCB-613, and because there is redundancy in ubiquitination sites on p53^34^. These questions are subjects of future investigations and should reveal valuable details on how p53-R175H is regulated in cells.

*USP15* is amplified in several cancers, including ovarian cancer^29^. Gene expression data available through Oncomine reveal elevated *USP15* expression in ovarian serous cystadenoacrcinoma, lobular breast carcinomas, prostate cancer, cervical squamous cell carcinomas, and glioblastomas (Fig. 7f and Supplementary Fig. 7C). Depletion of USP15 represses the oncogenic ability of patient-derived glioma-initiating cells^29^. We show that, USP15 knockdown resulted in a selective decrease in cell viability of ovarian cancer cells expressing the p53-R175H mutant protein. USP15 deficiency also promotes T-cell activation and enhances immune responses to tumors in specific mouse models^26^. *Usp15* KO mice have higher levels of effector T-cells, that infiltrate tumors and promote resistance to transplanted tumor growth^26^. Thus targeting USP15 in tumors containing p53-R175H mutant appears to provide the dual advantage of targeting oncogenic mutp53 and enhancing cancer immunotherapy. Ultimately, strategies that enable selective depletion of oncogenic mutp53 protein will pave way for effective personalized treatment of cancer patients, depending on their p53 mutation status.

## Methods

### Cell lines and cell culture

HEK293T, SKOV3, and SK-BR-3 cells were purchased from ATCC. TYK-Nu cells were a kind gift from Dr. Hilary Kenny, University of Chicago. ALST, OVCAR3, OVCA420, S1GODL, MDAH2774, COV362, and TOV-112D were provided by Dr. KK Wong (MD Anderson Cancer Center). HEK-293T cells were grown in DMEM media containing l-glutamine and supplemented with 10% FBS. All ovarian cancer cells were cultured in RPMI-1640 media containing l-glutamine supplemented with FBS (10%), MEM vitamins (1%), and non-essential amino acids (1%). SK-BR-3 cells were grown in McCoy’s 5A modified media supplemented with FBS (10%). The p53 mutations in these cell lines were confirmed as described previously^28^. p53^−/−^: MDM2^−/−^ MEFs (a kind gift from Dr. Gigi Lozano (MD Anderson Cancer Center, USA)) were cultured in DMEM containing 10% FBS. Standard cell culture techniques were followed while culturing these cells. All cells were verified to be mycoplasma-free and maintained in a 37 °C humidified atmosphere with 5% CO_2_.

### Plasmids and reagents

Mammalian cell expression of p53-WT and mutants were achieved by cloning them into pEGFP-N1 vector as described previously^28^. p53-R175H truncation-mutant plasmids were a kind gift from Dr. Wenwei Hu (Rutgers Univ., USA). pEGFP-p53-R175H lysine-to-arginine mutant plasmids were developed by site-directed mutagenesis using respective primers (Supplementary Table 1). Reagents were obtained as indicated: cycloheximide (Sigma), MG132 (Sigma), E-64D (Sigma), pepstatin-A (Sigma), leupeptin (Sigma), lysotracker (Life Technologies), mitotracker (Life Technologies), MCB-613 (provided by Dr. David Lonard, BCM), PR-619 (Cayman chemicals), F6 or NSC632839 (Cayman chemicals), and IU-1 (Cayman chemicals). List of antibodies used in this study and dilutions are described in Supplementary Table 2.

### Plasmid transfection and gene knockdown

For transfection of plasmid DNA and gene knockdown experiments, cells were grown to 70–80% confluency. Attractene (Qiagen) was used to transfect plasmid DNA as per the manufacturer’s instructions. Dharmafect (Dharmacon) was used to transfect siRNA (ON-TARGET plus Human siRNA-SMART pool, Dharmacon). SRC3 shRNA in GIPZ lentiviral vector was used to make lentivirus particles in HEK293T cells. USP15 shRNA 1 (clone ID:NM_006313.1-3391s1c1) and USP15 shRNA 2 (clone ID: NM_006313.1-1346s1c1) were ordered from Sigma. Ovarian cancer cells were infected with lentivirus particles for 72 h to effect shRNA knockdown.

### Details of drug treatments

MCB-613 was solubilized in DMSO, and cells were treated at a concentration of 6 µM unless specified otherwise. PR-619 was treated at a concentration of 10 µM. NSC632839 was treated at a concentration of 20 µM. IU-1 was used at a concentration of 50 µM. To determine effect of proteasome and lysosomal inhibition on p53-R175H levels in MCB-613 treated cells, the cells were pre-treated with either the proteasome inhibitor (MG132 (10 µM)) or the lysosomal inhibitors (pepstatin A (10 µg/ml), leupeptin (200 µM), and E-64D (10 µg/ml)) for 20 min prior to MCB-613 treatment (1 h). Cycloheximide was used at a concentration of 25 µg/ml.

### Quantitative PCR analysis

Total RNA from cells was extracted using the RNeasy Kit (Qiagen), according to the manufacturer’s instructions. Purified total RNA was reverse-transcribed using the Superscript cDNA synthesis kit (Bio-Rad). Quantitative PCR was performed in triplicates as per the instructions in the QuantinivaTM SYBr Green PCR kit (Qiagen), using the Qiagen Rotor Gene Q qPCR machine. Fold difference in gene expression was determined after normalizing against RPL19 mRNA. Error bars are ± standard error of three independent experiments. Primers used for qRT-PCR are listed in Supplementary Table 3.

### Western blot analysis

Western blot analysis was performed as described previously^35,36^. Briefly, cells were lysed in lysis buffer (150 mM NaCl, 50 mM Tris (pH 7.5), 0.5% NP-40, protease (Sigma), and phosphatase inhibitors (Gene Depot)). Protein concentration was determined using Bio-Rad protein assay reagent. Equal amounts of total protein were loaded in each lane of a 12% SDS-PAGE gel and transferred to polyvinylidene difluoride membranes after electrophoresis. Western blot analyses were performed using the antibodies as indicated. Details and dilutions of antibodies used are described in Supplementary Table 2. Un-cropped scans of key western blot images are available in Supplementary Fig. 8.

### Cycloheximide chase assay

Cycloheximide chase assay was performed as described previously^37^. In brief, cells were treated with either cycloheximide (25 µg/ml) and DMSO (vehicle control), or Cycloheximide and MCB-613 (6 µM) for the indicated time periods. Cells were harvested at specified time points post-treatment, washed using PBS, and lysed in lysis buffer (150 mM NaCl, 50 mM Tris (pH 7.5), 0.5% NP-40, protease (Sigma), and phosphatase inhibitors (Gene Depot)). Protein concentration was determined using Bio-Rad protein assay reagent. Western blot was performed as described earlier.

### Immunofluorescence analysis

Ovarian cancer cells cultured on coverslips were fixed in 4% paraformaldehyde for 15 min at room temperature, and permeabilized in 0.1% Triton X-100 in phosphate-buffered saline for 15 min on ice. The coverslips were blocked with 1% BSA, and then incubated overnight at 4 °C in rabbit anti-p53 antibody (1:100) or anti-mouse Calnexin antibody (1:300), followed by incubation with either a FITC or TRITC-conjugated goat anti-rabbit 2° antibody (Vector Labs, 1:1000) for 1 h at room temperature. Hoechst dye was used to stain the nucleus. For lysosome and mitochondria co-localization studies, the cells in culture were treated with either lyostracker or mitotracker dye for 40 and 20 min, respectively. The cells were fixed with 4% paraformaldehyde, permeabilized with Triton X-100, and incubated with appropriate antibodies (see Supplementary Table 2) as described above. Hoechst dye was used to stain the nucleus. Fluorescence images were captured using a GE Healthcare DeltaVision live high-resolution deconvolution microscope.

### Co-immunoprecipitation

Cells were harvested, washed twice in PBS, and lysed in buffer containing 150 mM NaCl, 50 mM Tris (pH 7.5), 0.5% NP-40, protease, and phosphatase inhibitors. Protein concentration was determined using Bio-Rad protein assay reagents (Bio-Rad Laboratories). Five-hundered microgram of total protein were diluted to a total volume of 500 µl (1 µg/µl) with lysis buffer. Five percent input was removed. The lysate was then pre-cleared using IgG for 2 h at 4 °C followed by 20 µL Protein G sepharose beads for 1 h at 4 °C. Protein G-IgG was pelleted by centrifugation (3000 g; 2 min; 4 °C). Supernatant was transferred to a fresh tube to which anti-p53 antibody (FL-393, 1:100) was added and incubated on a rotator (o/n; 4 °C). Following incubation, 20 µL Protein G sepharose beads were added (1 h; 4 °C). The beads were washed four times with lysis buffer. Bound proteins were eluted by heating at 95 °C for 5 min in 50 µL SDS loading buffer. Immunobloting was done as described above, using anti-ubiquitin antibody.

### RNAseq and connectivity MAP analysis

RNA was extracted from MCF-7 cells treated with MCB-613 for 6 h. Paired-end libraries were generated and sequenced using the Illumina HiSeq 2500 Sequencer. Fastq files from the RNAseq data were imported into CLC Genomics Workbench 10 (CLC Bio, Aarhus, Denmark; now Qiagen), quality-controlled, and processed using RNAseq workflow. Sequencing reads were mapped to Human reference genome GRCh38.p7 and counted. RNA-Seq results from MCF-7 cells, treated with MCB-613 for 6 h, were analyzed using C-MAP to discover perturbations associated with MCB-613 treatment. 

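In MCF-7 cells, genes of the ubiquitin system and of p53 signalling were more often higher with MCB-613 than with NSC632839, whereas lysosomal genes and steroid receptor coactivators went both ways. The polyubiquitin gene UBC lies on chromosome 12 of GRCh38.p7 from 124911645 to 124915041. It was at 4806 ± 168 CPM (SD, n = 2) with MCB-613 and 629.3 ± 37.4 CPM (SD, n = 2) with NSC632839, a log2 fold change of 2.93 (standard error 0.11, adjusted p = 1.6e-06 from edgeR). UBB, the other polyubiquitin gene, had a log2 fold change of 1.93. SKP2, a substrate receptor of the SCF ubiquitin ligase, was lower with MCB-613, at 4.86 ± 1.66 against 28.6 ± 1.18 CPM. Of 29 ubiquitin and ligation genes, 15 were higher, 3 were lower and 11 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 0.043, adjusted p = 0.36 with an estimated correlation). This call was lost without each of NSC632839 replicate 1, NSC632839 replicate 2 and MCB-613 replicate 2, with exon reads, with scaling by library totals and with a replicate block (adjusted p = 0.079, 0.092, 0.068, 0.058, 0.055 and 0.051).
Of 49 DUB genes, 26 were higher, 5 were lower and 18 did not pass (27 higher and 5 lower when adjusted over the list alone). UCHL1, a neuronal-type ubiquitin hydrolase, had a log2 fold change of 3.35, and OTUD1, USP36 and CYLD had 2.05, 1.81 and 1.69. For 45 of the 49 the 95% interval lay inside 3-fold. Of 31 proteasome subunits, 15 were higher, none was lower and 16 did not pass (15 higher when adjusted over the list alone), and the 95% intervals of all 31 lay inside 3-fold. PSMD6, a subunit of the regulatory particle, had the largest log2 fold change among them, 1.10. The camera adjusted p was 0.019 for the DUB genes and 0.016 for the proteasome, and with an estimated correlation the adjusted p was 0.52 and 0.55. Without NSC632839 replicate 1 both calls were lost (adjusted p = 0.058 for each), as was the DUB call without MCB-613 replicate 1 (adjusted p = 0.070) and the proteasome call without MCB-613 replicate 2 (adjusted p = 0.088).
Of 26 p53 targets, 15 were higher and 4 lower (16 and 4 when adjusted over the list alone, camera adjusted p = 0.0066, adjusted p = 0.33 with an estimated correlation). GADD45A, a stress sensor that binds PCNA and CDK1, had a log2 fold change of 3.19, and BBC3, which encodes the apoptosis activator PUMA, one of 2.19. Of 20 autophagy genes, 11 were higher and 2 lower (13 and 2 when adjusted over the list alone, camera adjusted p = 0.0066, adjusted p = 0.33 with an estimated correlation). The autophagy receptor SQSTM1 was at 1257 ± 154 CPM with MCB-613 and 288.8 ± 6.45 CPM with NSC632839. Of 25 lysosomal genes, 5 were higher, 9 were lower and 11 did not pass (5 and 9 when adjusted over the list alone), and the list did not stand apart from other genes (camera adjusted p = 0.49). Of 14 steroid receptor coactivators and partners, 6 were higher and 3 lower (6 and 3 when adjusted over the list alone, camera adjusted p = 0.44), and all 14 intervals lay inside 3-fold.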

The DUB inhibitor NSC632839 was the top hit, and has considerably similar chemical structure to MCB-613. 

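Per library, 92.8% to 93.1% of the reads counted in genes mapped to 1 place only. Exon reads numbered 12356212 and 7687454 in the NSC632839 libraries and 9038288 and 5576746 in the MCB-613 libraries of MCF-7 cells. Of reads in nuclear genes with annotated transcripts, 8.74% and 9.17% lay in introns with NSC632839 and 7.97% and 7.37% with MCB-613. The 24 heat shock genes took 7.72% and 7.65% of the reads in nuclear genes with MCB-613 and 1.23% and 1.18% with NSC632839. At least 1 read was found in 21992 and 20925 genes with NSC632839 and in 22965 and 21606 genes with MCB-613.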

The statistics for the RNAseq data is shown in supplementary data, read count statistics (Supplementary Table 4), and fragment counting statistics (Supplementary Table 5). TPM and RPKM were used as the expression values. 

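In the deposited TPM values, HSPA1A stood at 428.3 and 337.9 TPM in the NSC632839 libraries and at 16400 and 16290 TPM in the MCB-613 libraries. HMOX1 stood at 5.69 and 4.57 TPM with NSC632839 and at 828.9 and 637.2 TPM with MCB-613. RNR2, the mitochondrial 16S ribosomal RNA, alone took 64900 and 65310 TPM with NSC632839 and 83290 and 81790 TPM with MCB-613, whereas other mitochondrial RNAs such as CYTB and ATP6 had log2 fold changes of -0.87 and -0.83 by counts. On log2(TPM + 1), limma called 5463 genes, 3091 higher and 2372 lower with MCB-613. On log2(RPKM + 1), it called 6704 genes, 2952 higher and 3752 lower. Of the genes called from TPM, 5217 were also called from the counts by edgeR.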

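Genes that mark estrogen signalling and the luminal state of MCF-7 cells, interferon-stimulated genes, DNA replication genes and mitochondrially encoded mRNAs were more often lower with MCB-613 than with NSC632839. Of 23 estrogen receptor targets, 11 were lower, 1 was higher and 11 did not pass the test (11 and 1 when adjusted over the list alone), with a median log2 fold change of -0.60. CCND1, which encodes cyclin D1, lies on chromosome 11 of GRCh38.p7 from 69641105 to 69654474 and was at 384.6 ± 3.31 CPM (SD, n = 2) with MCB-613 and 1202 ± 82.5 CPM (SD, n = 2) with NSC632839. The log2 fold change of CCND1 was -1.64 (standard error 0.10, adjusted p = 1.3e-05 from edgeR). PGR, the progesterone receptor, had a log2 fold change of -1.64. The member that was higher was FKBP4, a co-chaperone of HSP90 that is also a heat shock gene, with a log2 fold change of 2.08. Of 15 luminal genes, 9 were lower and 2 were higher (10 and 3 when adjusted over the list alone). GATA3, a luminal transcription factor, was at 1024 ± 89.7 CPM with MCB-613 and 3487 ± 294 CPM with NSC632839, and ESR1, which encodes estrogen receptor alpha, was at 159.9 ± 7.03 and 374.4 ± 0.0145 CPM.
Of 16 interferon response genes, 12 were lower and none was higher (12 when adjusted over the list alone). IFIT3 and OAS2, both interferon-stimulated antiviral genes, had log2 fold changes of -1.89 and -1.78. Of 20 DNA replication genes, 14 were lower and 2 higher (14 and 2 when adjusted over the list alone). PCNA, the sliding clamp of DNA polymerases, had a log2 fold change of -1.14, whereas CDC6, a licensing factor, had one of 1.00. Of 13 mitochondrially encoded mRNAs, 10 were lower and none was higher (11 lower when adjusted over the list alone). COX3, a subunit of cytochrome c oxidase, was at 3975 ± 322 CPM with MCB-613 and 7391 ± 246 CPM with NSC632839. Mitochondrial genes took 14.9% and 15.9% of all reads with MCB-613 and 18.3% and 19.8% with NSC632839.
Camera gave an adjusted p of 0.0066 for the estrogen receptor, DNA replication and mitochondrial lists, 0.0060 for the interferon list and 0.024 for the luminal list. With an estimated correlation, the adjusted p was 0.33 for the estrogen receptor, DNA replication and interferon lists, 0.51 for the luminal list and 0.55 for the mitochondrial list. Without MCB-613 replicate 1 the luminal call was lost (adjusted p = 0.10). Cytosolic ribosomal proteins did not stand apart (camera adjusted p = 0.78), although the list passed as higher with MCB-613 without MCB-613 replicate 1 (adjusted p = 0.034). Of 73 genes, 2 were higher and 6 lower (none when adjusted over the list alone), and all 73 intervals of the difference lay inside 3-fold.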

To test differential expression due to treatment with NSC632839 or MCB-613, the expression level of each gene was estimated by a separate Generalized Linear Model (GLM), and GLM dispersion for a gene was adjusted using the multi-factorial EdgeR method^38^. The fold changes were calculated from the GLM, which was corrected for differences in library size between samples. The Wald Chi-Squared Test was used to find out the statistical significance. 

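At a minimal 3-fold change and a Bonferroni-adjusted p of at most 0.05, the direct comparison of MCB-613 with NSC632839 in MCF-7 cells gave 532 genes, of which 414 were higher and 118 lower with MCB-613. HMOX1, which encodes the heme-degrading enzyme heme oxygenase 1, lies on chromosome 22 of GRCh38.p7 from 35381067 to 35394214. It was at 556.6 ± 54.6 CPM (SD, n = 2) with MCB-613 and 4.00 ± 0.174 CPM (SD, n = 2) with NSC632839, a log2 fold change of 7.11 (standard error 0.15, adjusted p = 2.4e-07 from edgeR). DNAJA4, an HSP40 co-chaperone, was at 3608 ± 274.5 and 57.4 ± 1.09 CPM. HSPA6, a strictly stress-inducible HSP70, had 10157 and 6671 reads with MCB-613 against 23 and 3 reads with NSC632839, and it can share reads with its pseudogene HSPA7. CGA, the common subunit of glycoprotein hormones, had 203 reads over the MCB-613 libraries and 8 over the NSC632839 libraries, a ratio of 40.8 after scaling (95% interval for counting error only, 20.3 to 95.7). PGF, a growth factor of the VEGF family, had 243 and 3 reads, a ratio of 130 (44.0 to 636).
Among the genes lower with MCB-613, ASCL1, a neuroendocrine transcription factor on chromosome 12 from 102957674 to 102960516, was at 0.601 ± 0.0160 CPM with MCB-613 and 12.6 ± 0.492 CPM with NSC632839. Its log2 fold change was -4.36 (standard error 0.25, adjusted p = 1.0e-05 from edgeR). IGFBP5, an insulin-like growth factor binding protein, had a log2 fold change of -3.32, SLITRK6, a neuronal membrane protein, one of -3.09, and SHH, the hedgehog ligand, one of -2.96. DIO2, a thyroid hormone deiodinase, and SLC7A2, a cationic amino acid transporter, had log2 fold changes of -2.71 and -2.54.
Another 3059 genes were neither past these thresholds nor had a 95% interval inside 3-fold. The strict count depends on the libraries: it was 92 without NSC632839 replicate 1, 81 without NSC632839 replicate 2, 1085 without MCB-613 replicate 1 and 1136 without MCB-613 replicate 2. With libraries scaled by their totals, 465 genes were higher and 270 lower, and with limma on TPM or RPKM no lower gene passed. The count was 1237 with edgeR's likelihood ratio test and 1231 with no filter on low counts.

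**Figure D2:**
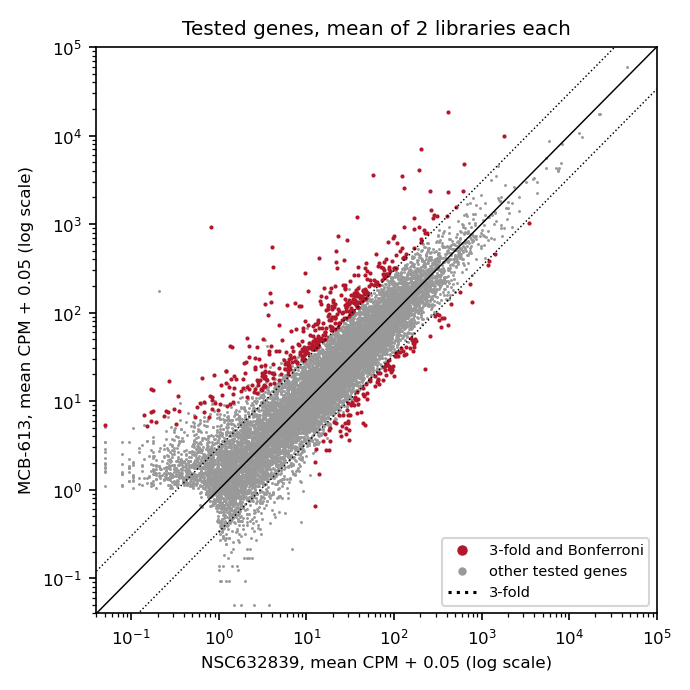
Mean CPM of each tested gene with NSC632839 (x axis) and with MCB-613 (y axis), 2 libraries each, both axes on a log scale after adding 0.05. Red points are the 532 genes past 3-fold and Bonferroni, grey points the other tested genes, the solid line marks equal levels and dotted lines 3-fold. More red points lie above the diagonal (414) than below it (118).

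**Figure D3:**
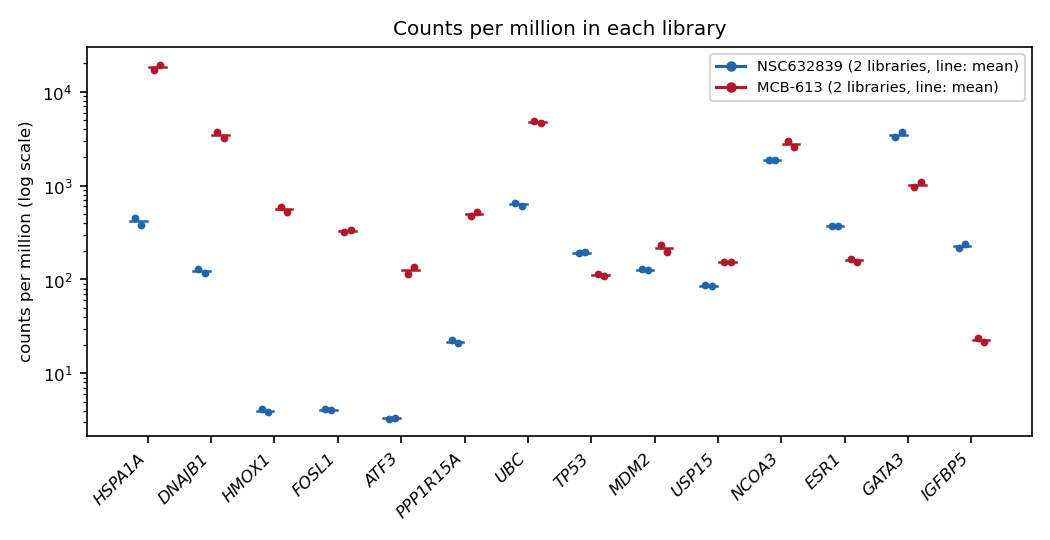
CPM of 14 genes in each library on a log scale, with NSC632839 in blue and MCB-613 in red, a point per library and a line at the mean of 2. HMOX1 lies near 4.00 CPM with NSC632839 and at 556.6 CPM with MCB-613, whereas IGFBP5 lies at 228.7 and 22.8 CPM.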

Venn diagram (Fig. 3j) was generated using genes with a minimal 3-fold change, and a Bonferroni adjusted maximum *p*-value of 0.05.

### In vivo ubiquitination assay

TYK-Nu cells were treated with either 6 µM MCB-613/DMSO for 20 min or with USP15/non-targeting siRNA for 48 h, harvested, washed twice in PBS and lysed in buffer containing 150 mM NaCl, 50 mM Tris (pH 7.5), 0.5% NP-40, protease and phosphatase inhibitors, 5 mM N-ethylmaleimide, and 20 µM MG132. p53 IP is preformed as described above. Immunobloting was done as described above, using anti-ubiquitin antibody to determine effect of treatment on p53-ubiquitination. For in vivo ubiquitination analysis by His-ubiquitin pulldown, cells were transfected with either His-ubiquitin expression vector alone (TYK-Nu cells) or co-transfected with the His-ubiquitin expression vector, and p53-R175H, expressing plasmid (SKOV3 cells) as described above. Forty-eight hour after transfection, the cells were treated with 6 µM MCB-613 or vehicle (DMSO) for 20 min, harvested, washed twice in PBS and directly lysed in the 8 M urea lysis buffer (containing 20 mM imidazole and benzonase). Cell lysate was cleared by centrifugation and equal amounts of total protein were incubated with 30 μL nickel resin for 1 h at room temperature. After extensive washes using the urea lysis buffer, bound proteins were analyzed by boiling the resin in SDS-PAGE loading buffer containing 250 mM imidazole, followed by SDS-PAGE and immunoblotting, using anti-p53 antibody.

### Fluorescence spectroscopy

Fluorescence spectroscopy was used to determine whether MCB-613 was bound to p53-R175H mutant protein. Fluorescence experiments were carried out on an ISS PC1 photon-counting spectrofluorometer (ISS, Chicago, IL) with a Peltier automated temperature controller. Intrinsic protein fluorescence measurements were collected using an excitation wavelengths 275 nm and emission wavelengths from 289 to 450 nm. Fluorescence readings were corrected for buffer (PBS) and MCB-613 fluorescence. Recombinant 6xHis-p53-R175H was expressed and purified from bacteria. The purified protein was dialyzed into buffer lacking imidazole. One micrometer recombinant p53-R175H protein and 6 µM MCB-613 were used for the binding assay. The assay was carried out at 25.0 °C ± 0.05.

### Cell viability analysis

A total of 10^4^ cells were plated in each well of a 96-well plate, and treated with different concentration of specific drugs or siRNA or vehicle controls as indicated. Cell viability was measured at indicated time points using WST1 reagent (Roche), as per manufacturer’s instructions. The values reported are mean ± SE of multiple experiments.

### Colony forming assay

TYK-Nu cells were transfected with either control siRNA or USP15 siRNA, as described earlier. Twenty-four-hour post siRNA transfection, the cells were trypsinized and 2000 cells from each treatment was mixed with Methocult^TM^ colony forming assay media, as per the manufacturer’s instructions (Stem cell technologies), and plated onto non-tissue culture treated 6-well plates. The colonies were analyzed under a microscope to determine the number and size of colonies 14 days post seeding. These experiments were performed in quadruplicates.

### DUB activity assay

Ub-AMC assay was performed to determine the ability of PR-619 and MCB-613 to inhibit USP15 activity. Ub-AMC was purchased from Boston Biochem. Ub-AMC hydrolysis assays were performed in assay buffer (50 mM Tris·HCl, 500 µM EDTA, 5 mM DTT, 0.1% BSA) at 30 °C. Measurements were performed in triplicate with 2.5 nM of recombinant USP15 and 400 nM of substrate (Ub-AMC) in a total volume of 100 μl per well in a 96-well plate. The ability of increasing concentrations to PR-619 and MCB-613 to inhibit USP15 activity was determined by taking measurements, using a Spectramax M2 plate reader (Molecular Devices) with a 360/460 nm filter pair every 40 s for 1 h.

### Data availability

The authors declare that all the data supporting the findings of this study are available within the article and its supplementary information file and is available from the corresponding author upon request. All RNAseq data presented in this manuscript is available from the GEO repository: GSE110220.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

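RNA from MCF-7 cells, an established breast cancer cell line, was compared between treatment with MCB-613 (2 libraries) and with NSC632839 (2 libraries). Each library was assigned to its compound and replicate number from the sample labels. Untreated cells, which the paper uses as its reference, were not analysed here.

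The authors made paired-end libraries, mapped the reads to GRCh38.p7 with the RNAseq workflow of CLC Genomics Workbench and counted them per gene with NCBI gene models. The settings of the mapping and whether counting used the strand are not given in the sources used here, so reads of a gene and of an overlapping antisense gene cannot be told apart. The deposited counts are whole numbers per gene and are not normalized. Total gene reads are the sum of exon and intron reads and include reads that map to several places, while unique gene reads leave those out. Of the 53853 genes in each table, 33916 have no annotated transcript, all mitochondrial genes among them, and their reads stand under introns. The deposited TPM values were made by the authors' workflow, and the deposited RPKM values are scaled by exon length and library size, from exon reads where a transcript is annotated. Biotypes came from a RefSeq table of a later patch of the same assembly, in which 51296 gene numbers were found, and positions are those in the deposited tables.

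Library totals were 17016921 and 10836402 reads for NSC632839 and 11775728 and 7315449 for MCB-613. Total gene reads were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed by filterByExpr at its defaults, which left 15192 genes. Libraries were scaled by TMM, and the compounds were compared by glmQLFit and glmQLFTest with Benjamini-Hochberg adjustment and a threshold of 0.05. A second count used the thresholds that the paper states for its Venn diagram, at least 3-fold and a Bonferroni-adjusted p of at most 0.05. A further count took genes whose 95% confidence interval of the difference lay inside 3-fold, with the standard error taken from the F statistic. The median width of that interval was 0.73 on the log2 scale. For genes with no read with one compound, a floor of 3 counts over its libraries was used. Such bounds, and the Poisson and binomial intervals of single counts, cover counting error only.

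Before the data were examined, 31 gene lists and a list of 12 genes that the paper names, with 671 entries in all, were written, and every entry was matched to a gene. Lists with at least 5 tested genes were set against all other genes by camera in limma 3.58.1 on log2 CPM with a prior count of 2, a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 26 lists. The camera p-values with the preset correlation rest mainly on the spread between genes. No list passed with the correlation estimated from the data, a setting that has few degrees of freedom with 2 libraries per compound. Named genes were chosen by a rule also set before the data were examined. They are the 12 genes with the largest positive and the 12 with the largest negative log2 fold change among those with an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the compounds, leaving out pseudogenes and unnamed loci, then every gene of the paper's list, and for each list its 4 largest changes past the threshold, or its 2 most abundant members where fewer than 2 passed. RNR2 is named for its share of the reads, outside this rule, and the genes with reads with 1 compound only were chosen after their values were seen.

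The tests were tested on simulated data with the means, library sizes and spread of these libraries, over 14887 genes. Of these, 14690 were left unchanged, and each gene had the same spread with both compounds. In the real comparison 54.9% of genes were called, so the rates below hold for the simulated setting only. In that simulation of MCB-613 against NSC632839, the quasi-likelihood test called 16.7% of genes changed by a log2 fold change of 0.5, 52% at 1, 92% at 2 and 95.9% at 3, and 13 of 14690 unchanged genes, and 95.5% of the 95% intervals held the true value. Over 26 simulated lists, camera with the preset correlation called a list shifted by a log2 fold change of 1 and no other list, whereas the estimated correlation gave the shifted list an adjusted p of 0.14. Genes were drawn independently there, so the preset correlation was not tested on lists whose genes vary together.

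Alternatives were other scalings (DESeq2 size factors, library totals, upper quartile), other filters, the DESeq2 1.42.0 Wald test, edgeR's likelihood ratio test, unique gene reads, exon reads, limma on log2(TPM + 1), log2(TPM + 0.1) and log2(RPKM + 1), a replicate block, protein-coding genes only and leaving out each library in turn. In the last case the lone library of a compound was assumed to vary like the other compound's. Added after the data were seen were the comparison without mitochondrial genes, the comparison with libraries thinned to the smallest, and the list tests on exon reads and on unique gene reads. Medians over gene lists have 95% intervals from 2000 bootstrap draws of genes, which leave out the spread between libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.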

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

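Each test of an explanation in this part was chosen only after the result was seen, although scaling by library totals was itself among the alternatives set beforehand. The paper sets the RNAseq data of the compounds side by side in Fig. 5a, whereas the values here come from a test of MCB-613 against NSC632839. In this test, 14 of 26 gene lists stood apart from other genes (camera, preset correlation), and 3 of them stood out by size. With an estimated correlation none of the 26 passed (adjusted p of at least 0.33). The median log2 fold change of MCB-613 over NSC632839 was 2.66 for the heat shock response, 2.56 for the immediate early genes and 1.73 for the ATF4 targets.

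Over the 72 tested members of these 3 lists the median log2 fold change was 2.29 (95% interval 1.84 to 2.85), and 67 were higher with MCB-613. The intervals of these medians come from resampling genes, so they hold the spread between genes and not that between libraries. When only reads that map to 1 place were counted, the median was 2.29 (1.84 to 2.86). A median over 72 genes moves little if few of them share reads, so this does not settle single members with near-identical copies. The median was 2.28 (1.80 to 2.86) after thinning to the smallest library and 2.15 (1.69 to 2.70) when libraries were scaled by their totals. Thinning leaves the expected share of each gene in its library unchanged, and scaling by totals shifts all genes alike. The TMM factors ran only from 0.929 to 1.055, so neither check could have moved the median far. A stronger stress response to MCB-613 at these exposures is a candidate explanation, found and tested on the same data. The dose and time of NSC632839 stay open, because a lower effective exposure to NSC632839 would give the same pattern and no dose series was analysed.

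In 14 genes, both NSC632839 libraries had no read and both MCB-613 libraries had at least 10, against 6 genes the other way round. CD300LB, a leukocyte activating receptor gene on chromosome 17 of GRCh38.p7 from 74521174 to 74531474, had 96 reads with MCB-613 and none with NSC632839, at least 51.4-fold higher, and its neighbours CD300A and CD300C had 19 and 63 reads against 0 and 1, of which 5 were unique for CD300C. CT45A10 and CT45A9, cancer-testis genes on chromosome X, had 82 and 60 reads against none. These genes were chosen after their values were seen. Depth is argued against, since with all libraries thinned to the smallest there were 19 such genes with MCB-613 and 3 with NSC632839. The MCB-613 libraries hold 40.7% of all reads. An exact binomial test of 14 against 6 by that share gave p = 0.011. Such genes need not follow that share and are not independent. Shared reads as the whole account are argued against too, since 14 of 14 genes kept at least 3 unique reads in both MCB-613 libraries. For CT45A10 and CT45A9 only 24 and 12 reads were unique, so which member was read is uncertain, while by the same rule of at least 3 unique reads in both libraries 4 of the 6 genes found only with NSC632839 remained. Counted anew with at least 10 unique reads in both libraries of a compound and none in the other, there were 13 genes for MCB-613 and 2 for NSC632839. Leukocytes among the cells are argued against by the leukocyte markers listed before the data were examined, taken singly. CD300LB was at 5.03 CPM by library totals (lower 95% bound 4.07), and for none of the 10 markers did the Bonferroni upper 95% bound of the excess with MCB-613 reach that bound. The largest was 3.70 for CD68, and that of PTPRC, which all leukocytes express, was 0.95. However, CD14 and CD79A had 12 and 9 reads with MCB-613 (1 and 9 of them unique) against 2 and 1 with NSC632839. The argument from these bounds rests on the general knowledge that leukocytes express such markers above CD300LB. Earlier forms of the test gave a bound of 2.06 for the sum of PTPRC, LYZ, HLA-DRA and CD74, picked after the reads were seen, and of 5.07 for the sum of all 10, which could not tell. Without untreated cells, loci raised by MCB-613 cannot be told from loci lowered by NSC632839, and the exposure to NSC632839 is open here too.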

How the results depend on the processing

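The counts of genes depended on the unit and the test, and the cause was not tested. They also depended on the libraries used. With 1 library left out, the spread within compounds came from the other compound's 2 libraries alone. Replicates differed more with MCB-613 (chi-square per degree of freedom 9.35) than with NSC632839 (4.13), so such counts depend on which pair sets the spread. The main fit takes 1 spread per gene for both compounds. The count of differing genes, 8347 with edgeR, was 5463 with limma on log2(TPM + 1) and 5419 on log2(TPM + 0.1), and 5217 and 5232 of these were among the 8347. Leaving out 1 library in turn gave 4860 to 9676, with fewer samples in each fit. At 3-fold and Bonferroni the count of 532 became 1231 with no filter on low counts, 1237 with edgeR's likelihood ratio test, 27 with log2(TPM + 1), 31 with log2(TPM + 0.1) and 19 with log2(RPKM + 1), and 81 to 1136 with 1 library left out. The DESeq2 Wald test gave 6377 and 789 genes for these counts. The split changed side with library totals (42.9% of called genes higher with MCB-613, against 53.3% with TMM), with no filter (48.7%), with the upper quartile (47.5%) and with RPKM (44.0%). Library totals moved the median log2 fold change of all genes from 0.02 to -0.12. The number of lists past the threshold went from 14 to 0 with an estimated correlation. That setting also missed a simulated list shifted by a log2 fold change of 1. The simulation does not bear on larger shifts, such as the mean of 3.18 of the heat shock list, or on genes that vary together. The mean correlation between compounds of 0.9086 was 0.8969 with a prior count of 0.5 and 0.946 on log2(TPM + 1). RPL19, which did not pass, had log2 fold changes of 0.06 with TMM, -0.091 with library totals, -0.0209 with the upper quartile, -0.052 with no filter and -0.10 with log2(RPKM + 1), and -0.124 to 0.158 with 1 library left out. The list of ribosomal proteins changed its camera direction with library totals (median -0.02), and its median ran from -0.0797 to 0.274 with 1 library left out, with the camera direction down without NSC632839 replicate 1 (0.0875) and without MCB-613 replicate 2. ERG, also not past the threshold, ran from -0.592 to 0.0745 with 1 library left out, CD74 from -0.170 to 0.784, and log2(RPKM + 1) gave -0.003535 for CD74 and -0.001052 for CD68. PAX8 was lower by total reads (-0.58, adjusted p = 0.0077 from edgeR) but stood at 0.275 by unique reads (adjusted p = 0.38). Over 141 named genes and the alternatives, 2676 of 2792 values kept their direction and side of the threshold, 94 lost the threshold and 11 gained it. Of 336 values of the 26 lists, 304 kept both. The replicate numbers are not stated to pair the libraries, and the correlation of same-numbered deviations was 0.088. With a replicate block, 8620 genes differed, 725 passed 3-fold and Bonferroni, and 13 lists passed.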

Other observations

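Of the other gene groups in MCF-7 cells, the NRF2 targets stood apart from other genes, and the apoptosis, sterol and hypoxia groups did not, although single members differed. Of 22 NRF2 targets, 11 were higher and 3 lower with MCB-613 (12 and 3 when adjusted over the list alone), with a camera adjusted p = 0.0081 and an adjusted p = 0.51 with an estimated correlation. SLC7A11, the cystine transporter, was at 153.8 ± 12.7 CPM (SD, n = 2) with MCB-613 and 14.7 ± 1.01 CPM (SD, n = 2) with NSC632839, and OSGIN1 had a log2 fold change of 2.56. Among 20 apoptosis regulators, 10 were higher and 4 lower (10 and 5 when adjusted over the list alone, camera adjusted p = 0.23). PMAIP1, which encodes NOXA, had a log2 fold change of 2.93, and BCL2, the anti-apoptotic founder of its family, one of -2.02. Of 22 sterol synthesis genes, 10 were higher and 3 lower (11 and 3 when adjusted over the list alone, camera adjusted p = 0.073), with HMGCS1 at a log2 fold change of 1.77 and LDLR at 1.31. Of 16 hypoxia and glycolysis genes, 8 were higher and 4 lower (8 and 4 when adjusted over the list alone, camera adjusted p = 0.14), with VEGFA at 296.0 ± 0.149 CPM with MCB-613 and 49.2 ± 0.915 CPM with NSC632839.

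Of 21 ER chaperone and ERAD genes, 5 were higher and 7 lower (camera adjusted p = 0.44), DNAJB9 and HERPUD1 being at log2 fold changes of 2.35 and 2.02 and PDIA4 at -1.09. The median of this list was -0.17 and its mean 0.05. For the lysosomal list (median -0.04, mean 0.02) and the 20 mitosis genes (median 0.01, mean -0.04, 4 higher and 6 lower, camera adjusted p = 0.54) the median and the mean also differ in sign. Of 10 NF-kB targets, 5 were higher and 1 lower (camera adjusted p = 0.21), with RELB at a log2 fold change of 2.96. Of 7 aryl hydrocarbon receptor targets, 5 were higher and 2 lower (camera adjusted p = 0.15). This list passed with unique reads (adjusted p = 0.046) and with genes of at least 1 CPM in all libraries (adjusted p = 0.031), as did the sterol list in the latter setting (adjusted p = 0.048). Of 19 replication-dependent histones, 4 were higher and 2 lower (4 and 1 when adjusted over the list alone, camera adjusted p = 0.15). Among 7 tested basal or mesenchymal markers, 4 were higher and 2 lower (camera adjusted p = 0.26), with SNAI2 at a log2 fold change of 1.37 and TP63 at -1.66. Few markers of other cells passed the filter on low counts: of 10 leukocyte markers 3 were tested and none differed, of 6 endothelial markers 1 was tested and did not differ, and of 12 fibroblast markers 4 were tested. Of these, COL1A1 was higher, at 88.2 ± 1.17 CPM with MCB-613 and 19.4 ± 0.630 CPM with NSC632839, COL3A1 was higher at a log2 fold change of 1.29 (adjusted p = 0.039 from edgeR), FN1 was lower, at 98.8 ± 28.4 and 154.7 ± 10.1 CPM (adjusted p = 0.016 from edgeR), and COL6A3 did not pass. Without MCB-613 replicate 2 the filter kept 8 fibroblast markers, enough for the list test, with a median log2 fold change of 3.39. It kept 9 without NSC632839 replicate 1 (median 3.21) and without NSC632839 replicate 2 (median 3.54), against a median of 0.88 over the 4 of the main comparison. In these fits enough reads in 1 library suffice for the filter. Markers high in a single library can enter, so the direction may come in part from the filter. Without MCB-613 replicate 1 the list stayed under the 5 tested genes that the list test needs. The added markers therefore entered mainly through that library, and why it held them was not tested. COL3A1 was uneven too, with 42 reads in MCB-613 replicate 1 and 10 in replicate 2, against 22 and 11 with NSC632839. Among metallothioneins, MT2A was lower with MCB-613 at a log2 fold change of -1.24. Of the ovarian markers, MUC16 was lower at -0.93.

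The paper measured several of its genes in other cell lines and against untreated cells (Figs. 2a and 4h, Supplementary Fig. 6E), so the values here, from MCF-7 cells and against NSC632839, do not bear on a change from the untreated state. TP53 lies on chromosome 17 of GRCh38.p7 from 7668402 to 7687550 and was at 111.8 ± 5.40 CPM with MCB-613 and 193.1 ± 1.84 CPM with NSC632839, a log2 fold change of -0.79 (standard error 0.09, adjusted p = 2.9e-04 from edgeR). MDM2 was at 214.5 ± 22.7 and 127.6 ± 0.533 CPM, a log2 fold change of 0.75, and USP15 at 153.8 ± 0.676 and 86.3 ± 0.256 CPM, a log2 fold change of 0.83. The coactivators NCOA3 and NCOA1 had log2 fold changes of 0.57 and 0.48, and NCOA2, with 0.15, did not pass the test. USP7 and USP14 had log2 fold changes of 0.49 and 0.37, and DNAJA1, an HSP40 co-chaperone, one of 2.28. STUB1, which encodes the ubiquitin ligase CHIP, had a log2 fold change of -0.41 and did not pass (adjusted p = 0.080 from edgeR).

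Intron reads, which can come from unspliced RNA but also from the other sources named below, were set beside exon reads over 9992 genes with both. Both tests in this paragraph were chosen after the medians were seen, and their intervals hold the spread between genes, not that between libraries. Across genes the log2 fold changes correlated at 0.63, and genes are not independent replicates. The first hypothesis was that the heat shock, immediate early and ATF4 genes differ already in unspliced RNA. Over their 59 members with both kinds of reads, the median intron log2 fold change was 2.59 (95% interval 2.15 to 2.91) beside an exon median of 2.26, so these genes differ in intron reads too. The lists went different ways in the median of intron minus exon, with 0.61 (-0.15 to 0.84) for heat shock genes, -0.02 (-0.68 to 0.98) for ATF4 targets and -0.88 (-1.10 to -0.77) for immediate early genes, and over the 59 genes it was -0.02 (-0.55 to 0.59). The second was that estrogen receptor targets are lowered further in unspliced than in spliced RNA. Their medians were -1.19 for introns and -0.55 for exons over 21 genes, but the median of intron minus exon was -0.33 with a 95% interval of -0.82 to 0.01, and over all 9992 genes it was -0.13 (-0.15 to -0.11), so this is left open. Reads of unannotated exons or of antisense genes may add to intron reads, and no value here separates them from the 2.59 above.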
